# Global Developmental Gene Programing Involves a Nuclear Form of Fibroblast Growth Factor Receptor-1 (FGFR1)

**DOI:** 10.1371/journal.pone.0123380

**Published:** 2015-04-29

**Authors:** Christopher Terranova, Sridhar T. Narla, Yu-Wei Lee, Jonathan Bard, Abhirath Parikh, Ewa K. Stachowiak, Emmanuel S. Tzanakakis, Michael J. Buck, Barbara Birkaya, Michal K. Stachowiak

## Abstract

Genetic studies have placed the *Fgfr1* gene at the top of major ontogenic pathways that enable gastrulation, tissue development and organogenesis. Using genome-wide sequencing and loss and gain of function experiments the present investigation reveals a mechanism that underlies global and direct gene regulation by the nuclear form of FGFR1, ensuring that pluripotent Embryonic Stem Cells differentiate into Neuronal Cells in response to Retinoic Acid. Nuclear FGFR1, both alone and with its partner nuclear receptors RXR and Nur77, targets thousands of active genes and controls the expression of pluripotency, homeobox, neuronal and mesodermal genes. Nuclear FGFR1 targets genes in developmental pathways represented by Wnt/β-catenin, CREB, BMP, the cell cycle and cancer-related TP53 pathway, neuroectodermal and mesodermal programing networks, axonal growth and synaptic plasticity pathways. Nuclear FGFR1 targets the consensus sequences of transcription factors known to engage CREB-binding protein, a common coregulator of transcription and established binding partner of nuclear FGFR1. This investigation reveals the role of nuclear FGFR1 as a global genomic programmer of cell, neural and muscle development.

## Introduction

Development of a multicellular organism from a single cell is regulated by myriads of TFs and requires the coordinated regulation of multi-gene programs. The "Integrative Nuclear Fibroblast Growth Factor Receptor-1 (FGFR1) Signaling" (INFS) pathway has been shown to mediate cellular development and differentiation programs activated by numerous signals [1, 2]. At the center of the INFS module are proteins that bear the name FGF for historic reasons. Neither FGFs nor FGFRs exist in single-cell organisms, but are common to eumetazoans and essential for the generation of tissues with specialized cells [1]. Mutations of the *Fgfr1* gene interfere with gastrulation, as well as with development of the neural plate and neural crest, central nervous system, and somites by affecting the expression of diverse genes [3–6] and microRNAs [7, 8] that control development. These observations firmly place *Fgfr1* at the top of the developmental hierarchy.

The *C*. *elegans* [9] FGF ortholog LET-756 contains 3 nuclear localization signal (NLS) peptides, and its biological effects depend on its nuclear accumulation. During evolution of the mammalian FGF family, some members retained an NLS, and/or acquired a cleavable secretion signal peptide (SP). NLS-containing FGFs, e.g., the 23 kDa FGF-2, act in the nucleus to promote differentiation, whereas secreted members of the FGF family, e.g., 18 kDa FGF-2, act on the cell surface and serve a mitogenic function [10–13]. Individual FGFRs (in mammals, FGFR1-4) likewise have adaptations that direct them to other cellular compartments [14]. For example, an atypical transmembrane domain in FGFR1 allows the newly translated receptor to be released from the pre-Golgi membrane and to translocate into the nucleus, a process facilitated by its FGF-2 ligand and importin-β[15]. The accumulation of hypoglycosylated nuclear FGFR1 (nFGFR1) is stimulated by a variety of developmental signals, including various growth factors, hormones, and neurotransmitters as well as a reduction in cell contact. This is the reason that this pathway is referred to as integrative [1, 15].

The INFS mechanism is involved primarily in developmental transitions, most commonly the switches to differentiation and post-mitotic development [1, 10]. Transfection of the recombinant, constitutively nuclear variant FGFR1(SP-/NLS), in which the cleavable SP is replaced with the NLS of FGF2, and of dominant-negative variant FGFR1(SP-/NLS)(TK-), which lacks the tyrosine kinase (TK) domain, showed that nFGFR1 is sufficient and necessary for neuronal differentiation, both in the mouse brain [16, 17] and in cultured cells treated with NGF, BMP, or cAMP [18–21]. Once in the nucleus, FGFR1 directly binds and activates CREB Binding Protein (CBP), a histone acetyltransferase and coactivator of multiple transcription factors (TFs). Through this interaction, nFGFR1 binds to cAMP-response elements (CREs) and activator protein-1 (AP-1) sites within active neuronal genes, and augments sequence-specific elements regulated by CBP, including CRE, AP-1, and NF-κB [20]. In addition, recent studies have demonstrated that both full-length and truncated forms of FGFR1 accumulate in cancer cells and thereby promote metastasis [22–24].

Within mouse Embryonic Stem Cells (ESCs), core networks of interconnected TFs control the ability of these cells to maintain the pluripotent state or differentiate into lineages of all three germ layers [25, 26]. Retinoic Acid (RA) has broad regulatory functions during embryonic development [27], triggering transcription cascades that cause ESCs to differentiate into neuronal, cardiac, myogenic, adipogenic, and vascular smooth muscle cells, with the exact outcome depending on ligand concentration. At high concentrations [1–10 μM], RA promotes exit from the pluripotent state and development specifically along the neuronal lineage, while also inhibiting glial-cell development [28–31]. Within a few hours, ESCs exit the cell cycle and upregulate neurogenic and neuronal genes, and by 48h, the cells display a neuronal morphology (including long neurites and growth-cone endings), and express neuron-specific -III tubulin, MAP2, neurofilament L, tyrosine hydroxylase (TH), and glutamate and acetylcholine receptors [28–31]. RA signaling is mediated by both retinoic acid receptors (RARs) and retinoid X receptors (RXRs), which can act as homo or heterodimers on RA-responsive elements (RARE) within RA-regulated genes [32]. Additionally, RXR is highly versatile with respect to its heterodimerization; among the many other nuclear receptors with which it can interact are two members of the orphan nuclear subfamily, Nur77 and Nurr1. These factors also function independently by binding Nur-response elements, as monomers (NBRE) and dimers (NurRE) [32–34]. Recent studies in our laboratory have shown that nuclear accumulation of FGFR1 is a common response to RA in human ESCs and mESCs, and that once in the nucleus this receptor forms complexes with RXR, RAR and Nurs. These complexes bind to RARE, NBRE and NurRE-like sequences within RA-activated *Fgfr1*, *Fgf-2* and *Th* genes, and synergistically activate isolated RA- and Nur-responsive elements [21, 28, 35]. Furthermore, loss- and gain-of-function experiments of nFGFR1 have demonstrated that this protein is necessary for RA-induced differentiation of neurons, and that it is sufficient to induce differentiation in the absence of RA stimulation [28].

How can a single nuclear protein program the development of ESCs—a process that involves the coordinated regulation of thousands of genes that are located on different chromosomes and contain diverse regulatory elements? Given that nFGFR1 binds to and activates CBP [20], a histone acetyltransferase and coactivator of multiple TFs, it could potentially act as a global master regulator that delivers the RA signal to a variety of genes, including some that lack an RXR or Nur-related site. Therefore, we hypothesized that nFGFR1 mediates RA-induced programming of ESCs to a neural fate by targeting selected “master developmental” genes and/or interacting directly with multiple sets of genes within diverse development pathways. We tested this hypothesis by performing chromatin immunoprecipitation (ChIP) and mRNA sequencing, identifying networks of genes that are influenced by FGFR1, RXR and Nur77 binding and characterizing the associated gene regulation during RA-induced neuronal differentiation of ESCs.

## Results

### FGFR1, RXR and Nur77 bind to chromatin sites throughout the genome

To identify the chromatin-binding patterns of nFGFR1, RXR and Nur77, we performed ChIP-seq on extracts from pluripotent ESCs maintained in the presence of leukemia inhibitory factor (LIF), essential for maintaining stem cell pluripotency, and from LIF-free monolayers treated with 1 μM RA for 2 days to induce Neuronal Cell (NC) differentiation. In both ESCs and NCs, the peaks of nFGFR1, RXR and Nur77 binding were heterogeneously distributed across the chromosomes (Fig 1A–1C and S1A—S1C Fig). Specifically, in the NCs we observed: a four-fold increase in the number of nFGFR1 binding sites (11,378 peaks in ESCs and 46,137 in NCs); a two-fold decrease in the number of RXR sites (30,586 peaks in ESCs and 15,224 in NCs); and no significant change in the number of Nur77 sites (22,651 peaks in ESCs and 25,995 in NCs) (S1 Table). Further analysis revealed that these global changes in binding reflected changes in all genomic regions, including: (i) the distal promoter (-5kb to -1kb TSS), (ii) the proximal promoter (-1kb to +1kb TSS), (iii) the gene body (+1kb TSS to 3’UTR), and (iv) intergenic regions (Fig 1D). Nevertheless, in both ESCs and NCs, the binding of all three factors was highly enriched within the upstream proximal promoter (-1kb), the bidirectional promoter and the 5’UTR, but not in the downstream promoter (+1kb), the 3’UTR, or introns (Fig 1E–1G). A comparison of sequences across vertebrate species revealed a high level of evolutionary conservation for sets of nFGFR1, RXR and Nur77 peaks, corroborating their importance as genomic regulators (S1D—S1F Fig). S1G Fig shows genome-browser views of binding by nFGFR1, RXR and Nur77 to previously identified target genes [28, 36].

**Fig 1:**
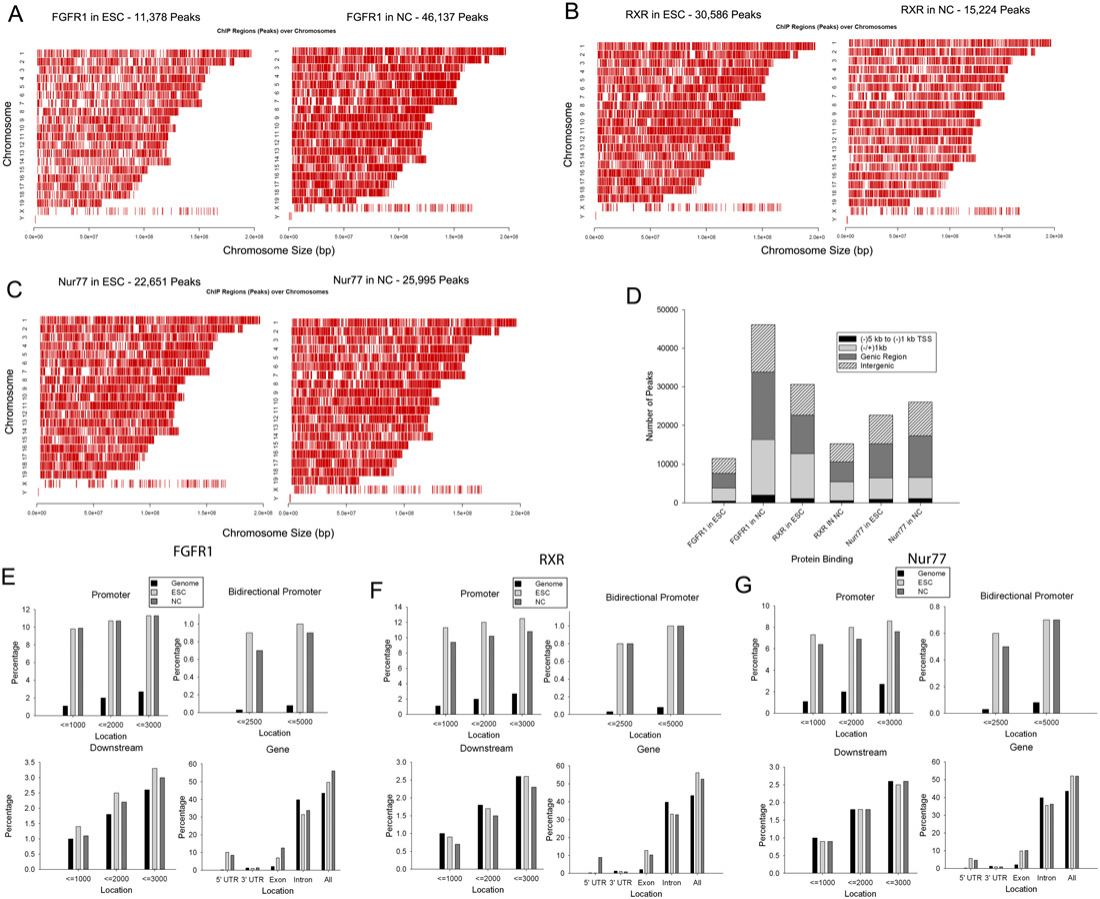
Genome-wide analyses of nFGFR1, RXR and Nur77 binding in pluripotent ESCs and RA-induced NCs. **(A)** nFGFR1, **(B)** RXR and **(C)** Nur77 peaks are present on all chromosomes, in both ESCs and NCs. **(D)** Genomic distribution of nFGFR1, RXR and Nur77 peaks within proximal promoters (-1kb to +1 kb relative to TSS), distal promoters (-5 kb to -1 kb relative to TSS), genic and intergenic regions in ESCs and NCs. **(E-G)** Enrichment of FGFR1, RXR and Nur77 peaks within promoter and genic regions.

### nFGFR1 binds to the genome independently and together with RXR and Nur77

To determine whether DNA nFGFR1 targeting of any part of the genome is dependent on co-targeting with RXR and/or Nur77 [21, 28], we analyzed genomic locations in which binding overlapped by a minimum of 1 base-pair (bp). In ESCs, 19% of all RXR and 22% of all Nur77 peaks colocalized with those for nFGFR1, and 45% of all sites co-occupied by RXR+Nur77 colocalized with nFGFR1 peaks. In NCs, the numbers were higher in all cases: the percentage of RXR peaks to which nFGFR1 colocalized was 61%, of Nur77 peaks to which nFGFR1 colocalized was 54%, and sites co-occupied by RXR+Nur77 that co-localized with nFGFR1 was 83% (Fig 2A). Thus, over the course of ESC differentiation into NCs, we observed an overall increase in the number of nFGFR1 sites bound by RXR and/or Nur77, in spite of the decrease of RXR and the small change in Nur77 binding. Most notably, as shown in Fig 2B, in all genomic regions we identified large numbers of sites to which nFGFR1 bound alone (37% in ESCs and 64% in NCs). Within the proximal and distal promoter regions, we observed prominent increases in the number of instances when nFGFR1 was bound, regardless of whether it was alone or colocalized with RXR or Nur77, but the number of RXR and RXR-Nur77 sites lacking nFGFR1 was low, and the number of sites bound by Nur77 alone remained relatively unchanged (Fig 2B). Thus, RA could potentially induce gene programing in differentiating NCs through an increase in nFGFR1 binding within regulatory regions of the mouse genome, either alone or together with RXR and Nur77.

**Fig 2:**
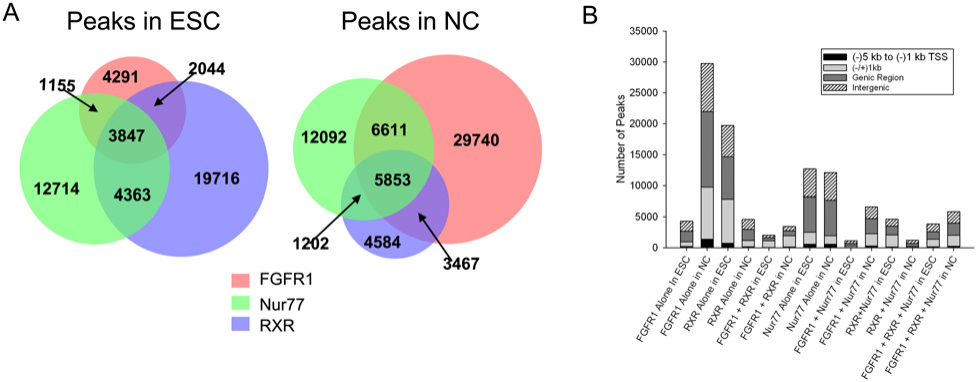
Genome-wide colocalization of nFGFR1, RXR and Nur77 peaks. **(A)** Venn diagram illustrates the number of individual and overlapping nFGFR1, RXR and Nur77 binding sites. **(B)** nFGFR1, RXR and Nur77 peaks colocalize within all genomic regions. Specifically in the proximal promoter and NCs, the number of sites at which RXR or Nur77 were bound together with nFGFR1 was markedly higher than the number of sites at which RXR or Nur77 were bound without nFGFR1.

### nFGFR1, RXR and Nur77 bind within promoters of active genes

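RNA-seq reads the mRNA of a cell population as cDNA fragments and assigns each fragment to a gene. The cells were of E14Tg2a, a mouse ESC line, at passages 37 to 40. Pluripotent ESCs kept in medium with 1 unit/ml LIF gave 3 samples. NCs, which had been cultured for 2 days (48 h) without LIF in 1 μM RA, gave the other 3 samples. The authors made TruSeq libraries and sequenced them on a HiSeq 2000 instrument. They aligned the reads to the mouse genome mm10 with TopHat 2.0.8 and Bowtie 2.1.0, and assembled and merged transcripts with Cufflinks 2.0.2 and Cuffmerge. Cuffdiff then estimated the FPKM of each gene (fragments per kilobase of transcript, scaled to the number of mapped fragments) and compared the conditions. The authors deposited the output of Cuffdiff as 1 table, which holds 1 FPKM value per gene for ESCs and 1 for NCs, together with the log2 fold change, test statistic, p-value and q-value. The table carries no values of single replicates. No SD or n is therefore given beside any value, the conditions were not tested against each other here, and every p-value is that of the authors' deposited table.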

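The number of fragments per sample is unknown, so depth could only be read from the lowest values. An FPKM that comes from few fragments is a sum of steps, each the value of 1 fragment in a transcript of that length. With a fragment length of 200 bases, 50.4% of the 381 lowest values in ESCs and 53.8% of the 457 lowest values in NCs lay on such steps. When the transcript lengths were dealt to other genes, the median share was 11.0% in ESCs and 8.66% in NCs. In a transcript with 1 kb to which fragments could align, 1 fragment was worth 0.0119 or 0.0138 FPKM in ESCs and 0.00713 or 0.0135 FPKM in NCs. A floor of 3 fragments, taken at the larger step, was 0.0413 FPKM in ESCs and 0.0405 FPKM in NCs for such a transcript. This way of reading the depth was chosen after the data were seen, and the floor covers counting error only. Where 1 condition lay at or under the floor, the fold change is given as a lower bound.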

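The ratio of the NC value to the ESC value was computed from the FPKM as deposited, without a pseudocount. Over the 11717 genes with an FPKM of at least 1 in both conditions, the median log2 ratio was -0.05. Gene positions are those of the GENCODE M21 annotation of GRCm38, the assembly that mm10 also denotes.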

To identify all mRNA genes expressed in both ESCs and NCs, we performed RNA-seq. 

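Cuffdiff ran its test on 14483 entries of the authors' deposited table, and these were counted as expressed genes. A fold change of at least 2 and a p-value under 0.035 in the authors' deposited table were met by 1851 genes with the higher FPKM in NCs, which is 12.8% of the tested genes. The same criteria were met by 1485 genes (10.3%) with the lower FPKM in NCs. Of these 3336 genes, 55.5% were up-regulated. Their median log2 ratio was 1.71 among up-regulated genes and -1.61 among down-regulated genes. FPKM was listed at 0 in ESCs for 14 of the up-regulated genes and at 0 in NCs for 4 of the down-regulated genes. Without those, 157 genes rose by at least 16-fold and 63 fell by at least 16-fold. The median of the authors' FPKM in the higher condition was 3.56 for up-regulated and 5.76 for down-regulated genes. A change of at least 2-fold without a p-value under 0.035 in the authors' deposited table was found for another 281 tested genes. The limit on the fold change moved the counts most. With a fold change of at least 1.18 in place of 2, 4378 genes were up-regulated and 4509 down-regulated.

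**Figure D1:**
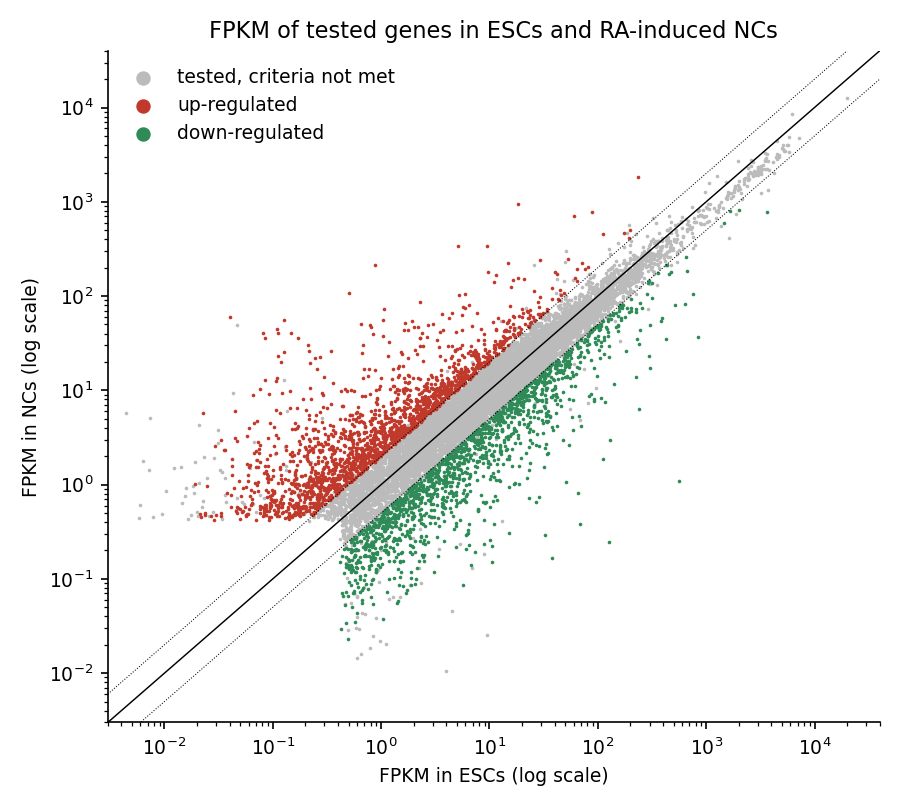
Authors' FPKM in ESCs (x axis, log scale) and in NCs (y axis, log scale) for the tested genes with values above 0 in both conditions. Red points were up-regulated, green points down-regulated and grey points neither. The solid line marks equal FPKM and the dotted lines 2-fold changes.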

In total, 14,443 expressed genes were detected, of which 1,834 were up-regulated and 1,477 down-regulated (fold change (FC) ≥-/+2.0 and p-value <0.035) during RA-induced neuronal differentiation (Fig 3A and S2 Table).

**Fig 3:**
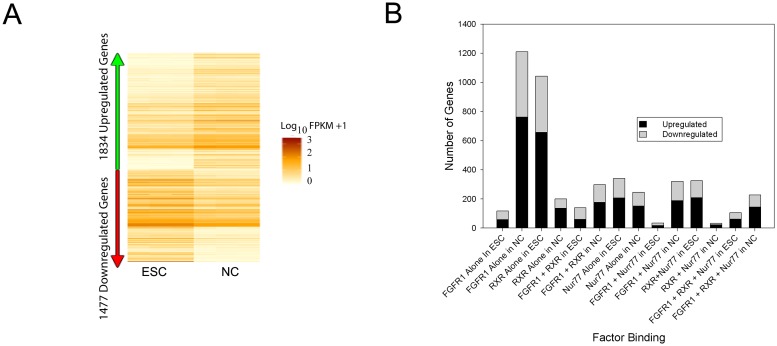
Binding of nFGFR1, RXR and Nur77 to expressed genes. **(A)** Heatmap representation of genes that were differentially expressed in pluripotent ESCs and RA-induced NCs from three independent biological replicates. Out of 14,443 expressed genes, 1,834 were up-regulated and 1,477 were down-regulated in NCs [Fold Change (FC) ≥-/+2.0 and p-value <0.035 were considered significant]. Values are displayed as fragments per kb of transcript per million fragments mapped (FPKM). **(B)** Binding of nFGFR1, RXR and Nur77 within the proximal promoter of differentially regulated genes. In NCs, the population of regulated genes that are targeted by nFGFR1 (2,058 genes) was markedly higher than the population of regulated genes that are not (480 genes).

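Among the genes past both criteria, the 5 largest rises and the 5 largest falls were ranked on log2(FPKM + 1), a scale that keeps genes with values near 0 from leading the list. Cyp26a1 had the largest rise. Next was Hoxb2 (chromosome 11, 96350525 to 96354012), with an authors' FPKM of 0.508 in ESCs and 107 in NCs, a 211-fold rise. Hoxb6 (chromosome 11, 96292476 to 96301569) rose from 0.0403 to 60.3 FPKM, a log2 ratio of 10.55. Stra8 (chromosome 6, 34920163 to 34939344) rose 66.0-fold, from 5.15 to 340.2 FPKM, and Hoxb1 (chromosome 11, 96365752 to 96368256) rose 444-fold, from 0.126 to 56.1 FPKM. The largest fall was that of Tdgf1 (chromosome 9, 110939603 to 110946158), from 564 to 1.10 FPKM, which is 513-fold lower in NCs. Kis2 (chromosome X, 52742563 to 52744960) was 519.8-fold lower, with 128 FPKM in ESCs and 0.245 FPKM in NCs. The microRNA gene Mir106a lies within Kis2 on the same strand. 2410007B07Rik, a long noncoding RNA gene (chromosome 3, 75647446 to 75655731), fell from 67.7 to 0.379 FPKM. Tdh (chromosome 14, 63492347 to 63509092) was 60.0-fold lower in NCs and Fgf4 (chromosome 7, 144847367 to 144865243) 80.3-fold lower. In the authors' deposited table the p-value was 5e-05, the smallest it holds, for 9 of these 10 genes and 0.0026 for Hoxb6.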

Combined analyses of the ChIP-seq and RNA-seq data sets revealed that >85% of the sites within the proximal promoter (-1kb to +1kb TSS) that were bound by nFGFR1, RXR, Nur77, individually or in combination, were associated with expressed genes (S2 Fig). Thus, all analyzed factors were targeted primarily to genes that are expressed as mRNAs in ESCs and NCs. The number of nFGFR1-targeted genes that were expressed (S2 Fig) and differentially regulated (Fig 3B) increased markedly during the transition from ESC to NC. Increases were also observed in the cases of genes whose promoters were co-targeted by nFGFR1 and RXR, Nur77 or both. In contrast, the population of genes bound by RXR and/or Nur77 but not nFGFR1, was markedly reduced. In NCs, the population of regulated genes that were targeted by nFGFR1 (2,058 genes) constituted over 62% of all differentially regulated genes; i.e., it was noticeably larger than the population of regulated genes that did not bind nFGFR1 (480 genes) (Fig 3B).

nFGFR1 targeted not only mRNA-encoding genes, but also expressed miRNA genes. Using miRNA-seq we identified 534 miRNAs that were expressed and 24 that were differentially regulated. In ESCs, nFGFR1 bound to the proximal promoters of only two expressed miRNAs. However, during RA-induced NC differentiation this number increased to 14 (S3 Table); among these were genes that promote neurogenesis [37].

One established marker of gene activation is histone variant H3.3 [38], which is incorporated into promoters containing nFGFR1 and Nur77 during RA-induced gene activation [28]. ChIP-seq with anti-H3.3 shows that, like nFGFR1 binding, such incorporation occurs globally. Moreover, the incorporation of H3.3 increased within nFGFR1 peaks within the promoters of expressed and differentially regulated genes (S3A—S3E Fig). These observations lend further support to the notion that nFGFR1 is a universal gene regulator.

### Pathways targeted by nFGFR1, RXR and Nur77 in ESCs and NCs are distinct

We next sought to identify biological pathways and networks in which the differentially expressed genes whose promoters are targeted by nFGFR1 are involved. As a first step, we utilized Ingenuity Pathway Analysis (IPA), an established tool for analyzing comprehensive genomic data.

When the nFGFR1-targeted promoters not bound by RXR or Nur77 in pluripotent ESCs were analyzed, the top biological functions and diseases identified were cell cycle, growth and proliferation, development and cancer (Fig 4A). Within the top network, nFGFR1 targeted promoters of diverse genes including tumor protein 53 (*Tp53*), checkpoint kinase 1/2, *Dkk1* and *Camk2d* (Fig 4B and S4A Fig), all of which are known to control the cell cycle and are deregulated in various types of cancer [39–41]. Consistent with previous findings demonstrating that nFGFR1 mediates neuronal differentiation and gene activation through a CREB/CBP-dependent mechanism [19, 20, 42], one of the categories identified by our IPA analysis was “CREB signaling in neurons” (Fig 4C), in which nFGFR1 directly targets genes involved in CAMK, PI3K, MEK1/2, and adenylate cyclase signaling, all of which provide converging inputs promoting CREB activation (S4B Fig).

**Fig 4:**
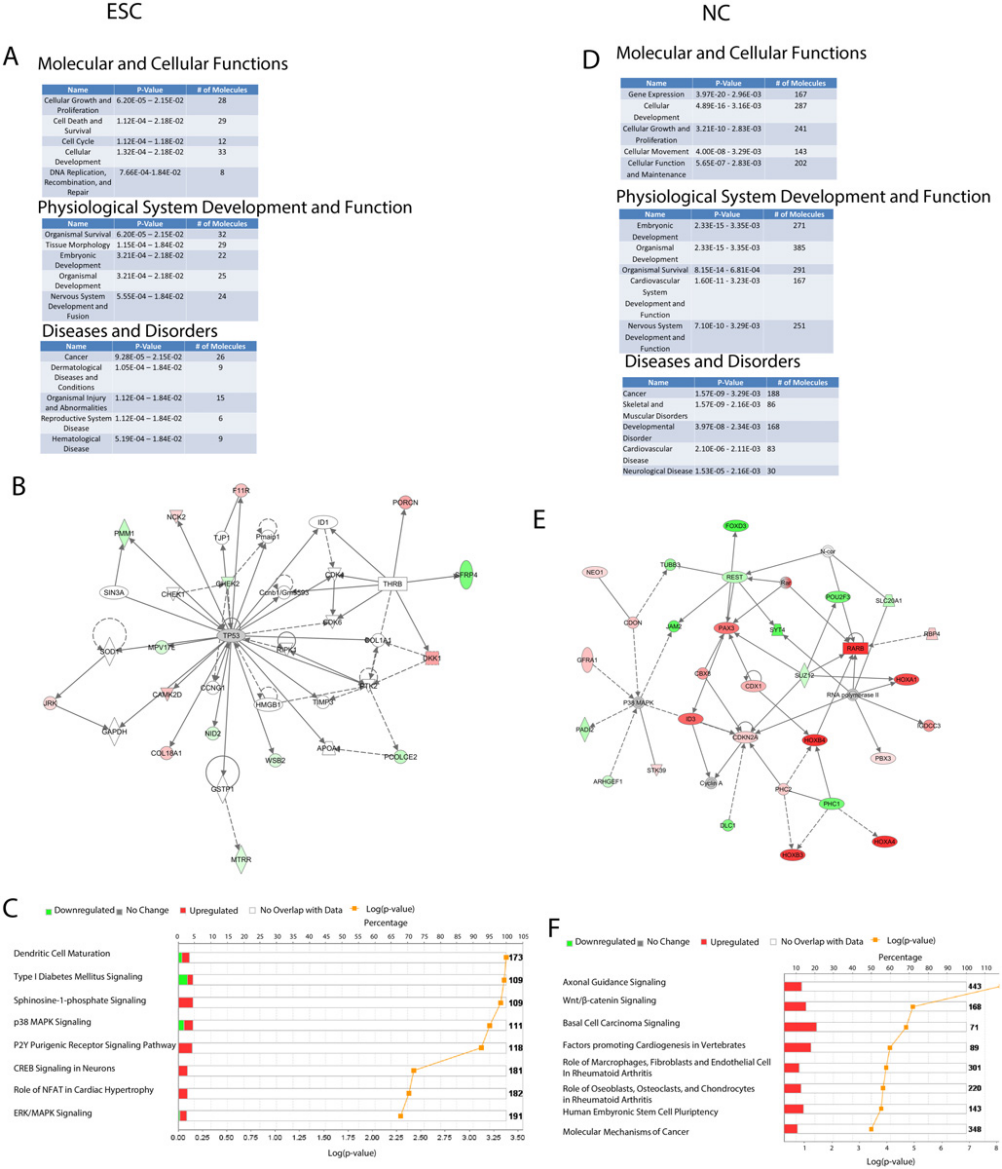
Ingenuity Pathway Analysis (IPA) of genes expressed differentially in ESCs and NCs and targeted by nFGFR1 only. Top biological functions, networks and diseases identified. Networks illustrate the degree of gene upregulation (red) and downregulation (green) by color intensity. Genes that were bound by nFGFR1 and not differentially regulated according to our cut-off are displayed in gray. Solid lines represent direct, and dotted lines indirect, interactions between genes in the network. A complete interpretation of network shapes and interactions can be found in Material and Methods. P-values were calculated using the right-tailed Fisher’s exact test. **(A-C)** nFGFR1 binding to genes in ESCs: **(A)** biological functions and diseases; **(B)** top network controlling cell proliferation and survival; and **(C)** eight top canonical pathways. **(D-F)** Binding of nFGFR1 to genes in in RA-differentiated NCs: (**D)** biological functions and diseases; **(E)** networks; and **(F)** eight top canonical pathways.

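Fig 4B shows 35 genes, of which Cuffdiff tested 33. Of these, 9 were up-regulated by the criteria of a 2-fold change and a p-value under 0.035 in the authors' deposited table, 9 were down-regulated, and 15 were within the limits. Id1 (chromosome 2, 152736251 to 152737410) had the largest rise, from 16.5 to 149 FPKM (9.03-fold). Sfrp4 (chromosome 13, 19623104 to 19632994) had the largest fall and was 12.8-fold lower in NCs, with 5.34 FPKM in ESCs and 0.417 FPKM in NCs. The tumor suppressor gene Trp53 (chromosome 11, 69580359 to 69591873) had an authors' FPKM of 189 in ESCs and 110.2 in NCs. This is a 1.72-fold lower value in NCs, within the 2-fold limit, and the p-value in the authors' deposited table was 5e-05. Chek1 (chromosome 9, 36708482 to 36727065) was 1.39-fold lower in NCs, with the same p-value in the authors' deposited table, and Chek2 (chromosome 5, 110839979 to 110874145) 2.39-fold lower, with 34.3 FPKM in ESCs and 14.4 FPKM in NCs. Dkk1 (chromosome 19, 30545863 to 30549665) rose 6.14-fold, from 0.372 to 2.28 FPKM, and Camk2d (chromosome 3, 126596302 to 126846326) rose 3.32-fold, from 2.42 to 8.01 FPKM. Apoa1 and Thrb were not tested. The direction of Ccng1 and Timp3 turned from lower to higher when all log2 ratios were centred on their median. Mtrr and Wsb2, both just past the 2-fold limit, were within it after centring or with a pseudocount of 1, and Jrk and Mpv17l were within it with a pseudocount of 1.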

When nFGFR1 targeted promoters not bound by RXR or Nur77 in differentiated NCs were examined, the main functions identified were gene expression and various aspects of embryonic and nervous-system development (Fig 4D). In the nFGFR1-targeted developmental gene network (Fig 4E), the top down-regulated genes included the following: *Suz12*, a polycomb protein and direct repressor of RA-regulated genes [36, 43]; *Pouf3*, a regulator of the cell cycle; and *Foxd3* and *Rest*, master repressors of neural development [44, 45]. 

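All 4 genes had a lower FPKM in NCs and met both criteria. Suz12 (chromosome 11, 79993106 to 80034123) fell from 107 to 50.1 FPKM, a 2.14-fold lower value. The POU factor gene is taken as Pou2f3, the name in Fig 4E. Pou2f3 (chromosome 9, 43123939 to 43210369) had 1.17 FPKM in ESCs and 0.156 FPKM in NCs, a 7.50-fold lower value, and with a pseudocount of 1 it was no longer past the 2-fold limit. Foxd3 (chromosome 4, 99656299 to 99658622) was 14.1-fold lower in NCs, at 0.334 FPKM against 4.70 FPKM in ESCs. Rest (chromosome 5, 77265491 to 77286432) was 2.79-fold lower, with 32.0 FPKM in ESCs and 11.5 FPKM in NCs. In the authors' deposited table each of these genes is marked as significant.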

The top up-regulated genes targeted by nFGFR1 are critical for neural development (e.g., *Pax3* and *Irx3* [46, 47]), and some act in the RA-activated developmental pathway (e.g., various Homeobox genes [48], the *Rarb* receptor [36] and the RA-degradation enzyme *Cyp26a1* [36, 49]) (Fig 4E). 

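Pax3 (chromosome 1, 78101267 to 78197134) had an authors' FPKM of 0.0717 in ESCs and 1.81 in NCs, a 25.3-fold rise. Irx3 (chromosome 8, 91798525 to 91802067) rose 47.2-fold, from 0.835 to 39.4 FPKM, and Rarb (chromosome 14, 16430839 to 16819156) rose 200.0-fold, from 0.128 to 25.5 FPKM. The Hox genes drawn in Fig 4E include Hoxa4, Hoxb3 and Hoxb4. Hoxb3 (chromosome 11, 96323326 to 96347930) rose from 0.247 to 22.0 FPKM and Hoxb4 (chromosome 11, 96318267 to 96321638) from 0.217 to 26.2 FPKM.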

Additional genes bound by nFGFR1 were found to be involved in axonal guidance (Fig 4F and S4C Fig) and Wnt/β-catenin signaling (diverse components including various Wnt ligands, the Frizzled 8 receptor, *Sox* factors, and *Porcn* (S4D Fig), a protein involved in Wnt biogenesis and recycling). These results are consistent with the established developmental roles of the *Fgfr1* gene [3, 21, 28], but go further—advancing a new model whereby the up-regulation of genes that promote neuronal development, and the down-regulation of genes that suppress this process, are mediated directly by nFGFR1.

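Of the 30 genes drawn in Fig 4E, 18 were up-regulated and 12 down-regulated by both criteria. The log2 ratios of the up-regulated genes ran from 1.11 for Pbx3 (chromosome 2, 34171457 to 34373142) to 7.64 for Rarb, and those of the down-regulated genes from -1.09 for Arhgef1 (chromosome 7, 24902912 to 24926594) to -3.81 for Foxd3. The neuronal tubulin gene Tubb3 (chromosome 8, 123411424 to 123422015) was among the down-regulated genes, with 33.4 FPKM in ESCs and 7.54 FPKM in NCs. Centring all log2 ratios on their median changed none of these 30 calls. With a pseudocount of 1, Pou2f3 and Syt4 (chromosome 18, 31437808 to 31447406) were within the 2-fold limit. Syt4 had the lowest NC value of the 12 down-regulated genes, 0.0499 FPKM. The paper proposes that nFGFR1 directly mediates the rise of genes promoting neuronal development and the fall of genes that suppress it.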

In pluripotent ESCs, genes in which nFGFR1 targeted promoters also bound by RXR or Nur77 were organized into several canonical RXR- or Nur77-regulated pathways, for instance TGF- βsignaling [50], EGF and nitric oxide signaling [51], PPAR/RXR activation [51], tight-junction signaling [52], and histamine degradation [53] (S5A—S5B Fig). In NCs, the top pathways identified for genes bound by nFGFR1 and RXR were associated with various aspects of ESC pluripotency (S5C Fig), including BMPs and *Smad* genes (S5D Fig). Other pathways related to various aspects of embryonic and neuronal development, synaptic depression and dopamine signaling, with nFGFR1-Nur77 targeting dopamine receptor genes 2, 3, and 4 (S5E—S5F Fig). Importantly, many of these pathways were not identified within the gene networks targeted by nFGFR1 alone (Fig 4C, 4F and S5A—S5H Fig). These findings indicate that nFGFR1 has distinct effects when it targets the genome in the presence vs. absence of RXR and/or Nur77.

### nFGFR1 binds to and regulates genes of the pluripotency core

As our data indicated that nFGFR1 targets promoters of genes that are key to the RA-induced differentiation of ESCs, we sought confirmation of binding within these regions. To this end, we performed an additional ChIP-seq experiment in RA-induced NCs and a series of independent ChIP assays. The second ChIP-seq replicate confirmed that evolutionary conservation for nFGFR1-targeted sequences was high (S6A Fig). We identified 11,223 nFGFR1 binding sites within the proximal promoter region (S6B Fig), a number that did not differ significantly from the 14, 270 sites in the first experiment. Again, the density of nFGFR1 peaks was highest in the upstream promoter, bidirectional promoter, and 5’UTR, reaching 33-fold, 94-fold and 116-fold enrichment, respectively (S6C Fig).

Although nFGFR1 had previously been shown to promote the neuronal differentiation of ESCs [28], whether it can also engage in maintenance of, or exit from, the pluripotent state was unknown. In both of our ChIP-seq experiments, nFGFR1 bound within promoters of the *Klf4*, *Sox2*, *Stat3*, *E2f1*, *Esrrb*, *Suz12*, *Smad1*, *Zfx*, *Tcfcp2l1*, and *Ctcf* genes, the majority of which were downregulated as ESCs differentiated to NCs (Fig 5A, 5B and S7A Fig). 

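Of these 10 genes, 6 were down-regulated by both criteria, 1 was up-regulated and 3 changed by less than 2-fold. Esrrb (chromosome 12, 86361117 to 86521628) fell from 128 to 2.94 FPKM and was 43.7-fold lower in NCs. Tfcp2l1 (chromosome 1, 118627945 to 118685168) was 13.4-fold lower, with 32.6 FPKM in ESCs and 2.44 FPKM in NCs. Klf4 (chromosome 4, 55527143 to 55532466) was 8.95-fold lower, with 31.4 FPKM in ESCs and 3.51 FPKM in NCs. Sox2 (chromosome 3, 34650405 to 34652461), a gene with a single exon, was 3.48-fold lower and kept 74.1 FPKM in NCs against 258 FPKM in ESCs. Stat3 (chromosome 11, 100885098 to 100939540) was 2.09-fold lower, with 29.0 FPKM in ESCs and 13.9 FPKM in NCs. Suz12 was the other down-regulated gene. E2f1 (chromosome 2, 154559407 to 154569892) had 26.1 FPKM in ESCs and 17.3 FPKM in NCs, a 1.51-fold lower value, and the p-value in the authors' deposited table was 5e-05. Smad1 (chromosome 8, 79338395 to 79399518) rose 2.17-fold, from 6.20 to 13.4 FPKM, with a p-value of 5e-05 in the authors' deposited table. Zfx (chromosome X, 94074631 to 94123702) rose 1.35-fold, from 6.01 to 8.15 FPKM, with a p-value of 0.0003 in the authors' deposited table. Ctcf (chromosome 8, 105636568 to 105682922) had 44.3 FPKM in ESCs and 42.8 FPKM in NCs, and the p-value in the authors' deposited table was 0.668.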

All of these nFGFR1-targeted genes belong to the pluripotency core transcriptional network described by Chen et al. [25]. The binding of nFGFR1 to selected pluripotency genes was confirmed in independent ChIP assays (S7B Fig). In pluripotent ESCs, nFGFR1 bound only within the promoters of *Suz12*, *Myc* and *Tcfcp2l1* (Fig 5A, 5B and S7A Fig). In contrast, RXR or Nur77 bound to nearly all pluripotency genes in these cells, and vacated these sites in NCs (Fig 5A, 5B and S7A Fig).

**Fig 5:**
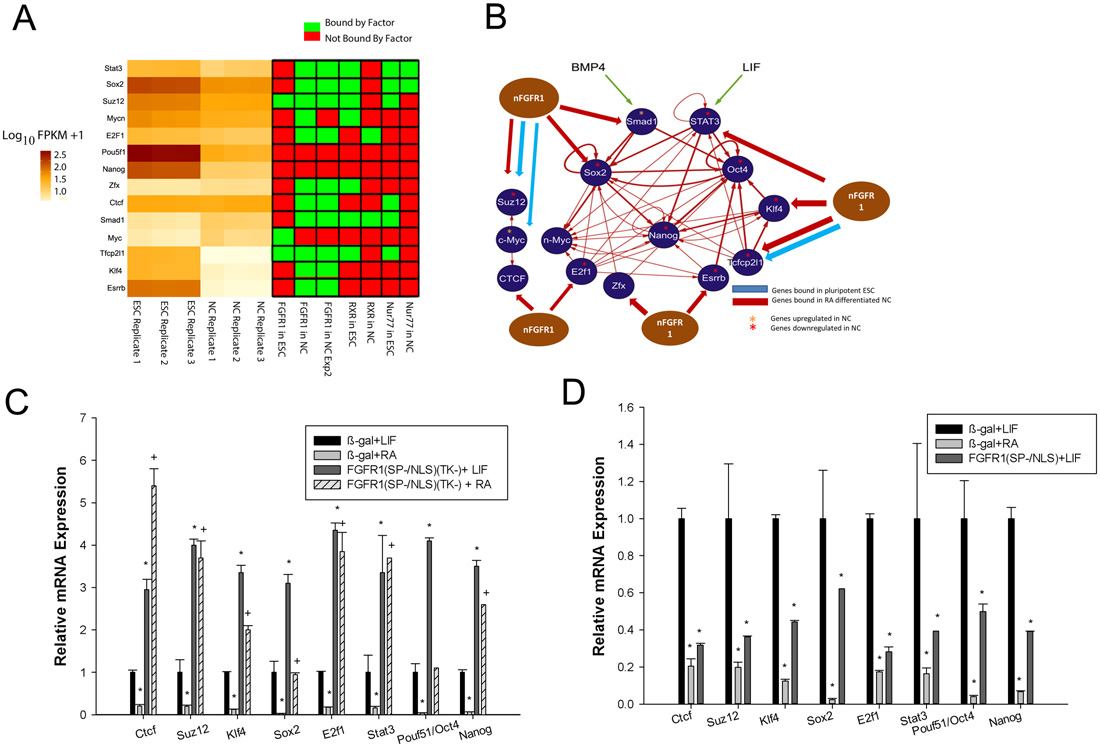
nFGFR1 targets pluripotentcy core genes and motifs in pluripotent transcription-factors (TFs). **(A)** Heatmap illustrating the expression patterns of core pluripotentcy genes (left) and associated proximal promoter binding of nFGFR1, RXR and Nur77 (right). **(B)** The pluripotent gene network is based on Chen et al.[25, 26]. The present investigation reveals core genes that have promoters targeted by nFGFR1 and were differentially regulated during the RA-induced transition from ESC to NC. **(C)** Expression of core pluripotentcy genes in the presence of dominant-negative nuclear FGFR1(SP-/NLS)(TK-). mRNA expression was measured in extracts from ESCs that had been transfected with either β-gal (control) or FGFR1(SP-/NLS)(TK-) and were then maintained in the presence of +LIF or +RA for 48 hours. In the presence of LIF, the block in nFGFR1 increased the basal expression of all genes examined. In RA-treated ESCs, the dominant-negative FGFR1 protein completely abolished the RA-induced downregulation of all members of the pluripotency core. p-value <0.05 * relative to β-gal+LIF; + relative to β-gal+RA. **(D)** Expression of core pluripotency genes in the presence of FGFR1(SP-/NLS). nFGFR1 in the presence of LIF repressed core pluripotency genes to an extent similar to RA alone. In the presence of LIF, transfection of FGFR1(SP-/NLS) induced the downregulation of all pluripotent genes. P-value <0.05 * relative to β-gal+LIF.

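Fig 5A shows 14 core genes, which include Pou5f1 (chromosome 17, 35506018 to 35510772), Nanog (chromosome 6, 122707489 to 122714633), Myc (chromosome 15, 61985391 to 61990374) and Mycn (chromosome 12, 12936093 to 12941914). Pou5f1, which encodes OCT4, fell from 832 to 37.1 FPKM and was 22.4-fold lower in NCs. Nanog was 16.2-fold lower, with 225 FPKM in ESCs and 13.9 FPKM in NCs. Myc rose 2.18-fold, from 4.76 to 10.3 FPKM, and was within the 2-fold limit with a pseudocount of 1. Mycn was 1.89-fold lower, with 73.6 FPKM in ESCs and 38.9 FPKM in NCs. Of all 14 genes, 8 were down-regulated and 2 up-regulated by both criteria, and 11 had the lower FPKM in NCs. The limit on the fold change moved the count of down-regulated core genes most. It was 5 with an absolute log2 ratio of at least 2, and 10 with a fold change of at least 1.5, where E2f1 and Mycn were added.

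**Figure D2:**
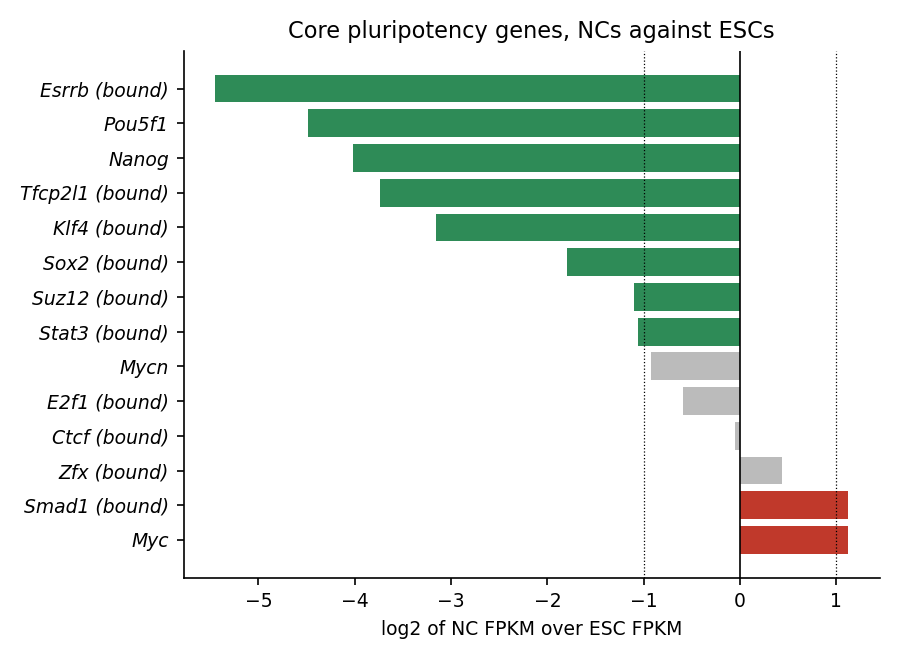
Log2 ratio of the NC to the ESC FPKM (x axis) for the 14 core genes of Fig 5A (y axis), with the genes of the nFGFR1-bound list marked as bound. Green bars met the criteria for a fall, red bars those for a rise and grey bars neither, and dotted lines mark 2-fold changes. The ratio is below 0 for 11 genes and above 0 for Zfx, Smad1 and Myc.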

To determine whether nFGFR1 influences the expression of pluripotency genes, we modulated nFGFR1 function and measured levels of the candidate mRNA targets by real-time quantitative PCR (RT-qPCR). Since both the deletion and siRNA-mediated inhibition of the *Fgfr1* gene depletes both membrane-bound FGFR1 and nFGFR1, we used another strategy that has been established as effective in inhibiting nFGFR1 specifically, i.e., application of a dominant-negative receptor in which the tyrosine kinase (TK) domain is deleted (FGFR1(SP-/NLS) (TK-)). This exclusively nuclear protein prevents endogenous nFGFR1 from binding to targeted gene promoters [42] and the associated activation of target genes [19–21, 28, 35, 42, 54].

We analyzed the effects of FGFR1(SP-/NLS)(TK-) on genes that were down-regulated during NC differentiation and either bound (*Ctcf*, *Suz12*, *Klf4*, *Sox2*, *E2f1*, *and Stat3*) or not bound (*Oct4 and Nanog*) by endogenous nFGFR1. In ESCs, FGFR1(SP-/NLS)(TK-) led to a significant increase in the basal expression of all pluripotency genes examined (Fig 5C). This finding suggests that endogenous nFGFR1 regulates these genes both directly and indirectly. In β-galactosidase (β-gal)-transfected control cells, RA-treatment down-regulated the expression of all pluripotency genes examined (Fig 5C). The presence of FGFR1(SP-/NLS)(TK-) prevented or diminished down-regulation, and in many cases, the levels of the corresponding mRNA were higher than the basal levels in cells maintained in pluripotency (+LIF) medium (Fig 5C). Thus, endogenous nFGFR1 is necessary for the down-regulation of core pluripotency genes during RA-induced cell differentiation. FGFR1(TK-), a dominant-negative variant that acts on both the membrane-bound and nuclear forms of FGFR1, also increased basal expression of pluripotency genes (S7C Fig). However, its effect on the RA-induced down-regulation of nearly all genes was markedly diminished relative to that caused by FGFR1(SP-/NLS)(TK-) (Fig 5C); this may reflect the antagonistic functions of membrane-bound FGFR1 and nFGFR1 [19, 42].

To determine if nFGFR1 is sufficient to repress pluripotency genes as RA does, we transfected ESCs with constitutively active, nuclear FGFR1(SP-/NLS). This exclusively nuclear protein binds to CREs within promoters [42], activates transcription [15, 20, 21, 28, 35, 42] and promotes ESC differentiation in the absence of RA [28]. In the presence of LIF, FGFR1(SP-/NLS) led to a decrease in the expression of all pluripotency genes (Fig 5D). Its effect was comparable to that of RA treatment.

### nFGFR1 mediates RA activation of the Homeobox genes (3’ *Hoxa* cluster genes)

The *Hox* genes encode homeo-domain TFs, which are present in all metazoans and ensure both that the general body plan is established and that the central nervous system is organized [55]. In response to RA, *Hox* clusters are activated sequentially, according to chromosomal position (3’ to 5’) [48].

Whereas in ESCs nFGFR1 binding was detected only at the *Hoxd1* and *Hoxd13* genes, in NCs it bound at *Hoxa1*, *2* and *4*, as determined by both ChIP-seq experiments (Fig 6A and S8A Fig) and independent ChIP assays (S8B Fig). nFGFR1 also bound to genes in downstream *Hox* clusters: *Hoxb9*, *Hoxc6*, *Hoxc8*, *Hoxd1*, and *Hoxd9* (Fig 6A and S8A Fig). RXR, in contrast, bound to the promoters in ESCs and vacated them in NCs, particularly within the *Hoxa* cluster (Fig 6A and S8A Fig), suggesting that RXR acts as a repressor and nFGFR1 as an activator of the same *Hox* genes.

**Fig 6:**
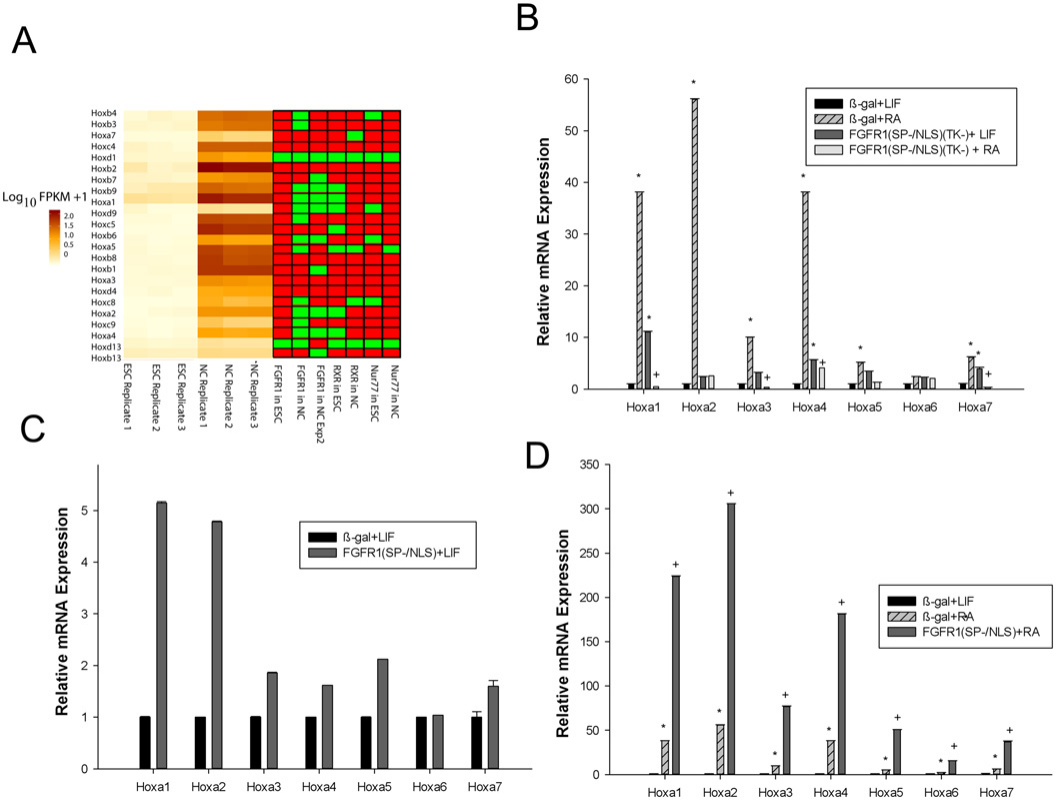
nFGFR1 regulates the expression of *Homeobox* genes in RA-treated NCs. **(A)** Heatmap illustrating the expression patterns of genes within the *Hoxa-Hoxd* clusters (left), and the associated binding of nFGFR1, RXR and Nur77 to the proximal promoter (right). **(B)** Expression of *Hoxa* genes in the presence of dominant-negative nuclear FGFR1(SP-/NLS)(TK-). mRNA expression was measured by RT-qPCR, in extracts from ESCs that had been transfected with either β-gal (control) or FGFR1(SP-/NLS)(TK-) and were then maintained in the presence of +LIF or +RA for 48 hours. In the presence of LIF, blocking nFGFR1 increased the levels of expression of the *Hoxa1*, *4* and *7* mRNAs. In RA-treated ESC, blocking nFGFR1 significantly reduced the RA-induced expression of all genes of the *Hoxa* cluster other than *Hoxa5*. * p-value <0.05; * relative to Bgal+LIF; + relative to β-gal+RA. **(C)** Expression of *Hoxa* genes in the presence of nFGFR1. nFGFR1 activates *Hoxa* gene expression to an extent similar to RA treatment. In the presence of LIF, FGFR1(SP-/NLS) induced significant upregulation of *Hoxa1* and *Hoxa2*. * p value <0.05; * relative to Bgal+LIF; **(D)** RA-induced expression of *Hoxa* cluster genes in the presence of nuclear FGFR1(SP-/NLS). In the presence of RA, transfection of FGFR1(SP-/NLS) led to a marked increase in the expression of all *Hoxa* cluster genes. P-value <0.05; * relative to β-gal+LIF; + relative to β-gal +RA.

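Of the tested genes, 9 of 10 in the Hoxb cluster, 5 of 6 in the Hoxc cluster and 4 of 6 in the Hoxd cluster were up-regulated by both criteria. The log2 ratios of these up-regulated genes ran from 1.85 for Hoxb13 (chromosome 11, 96194316 to 96197447) to that of Hoxb6. Within the Hoxb cluster, Hoxb8 (chromosome 11, 96281905 to 96285315) rose from 0.109 to 44.2 FPKM and Hoxb9 (chromosome 11, 96271457 to 96276595) from 0.665 to 25.2 FPKM. In the Hoxc cluster, Hoxc4 (chromosome 15, 103018934 to 103036852) rose 145-fold and Hoxc8 (chromosome 15, 102990607 to 102994111) 251-fold. Hoxc5 (chromosome 15, 102967443 to 103017429) had 0.0810 FPKM in ESCs and 40.9 FPKM in NCs. It overlaps Hoxc10 on the same strand, and its span contains those of Hoxc6 and Hoxc8. In the Hoxd cluster, Hoxd1 (chromosome 2, 74762980 to 74765142) rose 48.5-fold, from 0.220 to 10.7 FPKM. Hoxd4 (chromosome 2, 74711929 to 74729160) had 0.0916 FPKM in ESCs and 9.17 FPKM in NCs, and it overlaps Hoxd3 on the same strand. Hoxd13 (chromosome 2, 74668310 to 74671599) rose 5.12-fold, from 0.205 to 1.05 FPKM. With a pseudocount of 1, the setting that moved the calls most, Hoxb13, Hoxd9 and Hoxd13 were within the 2-fold limit.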

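Fig 6A does not show Hoxc6 (chromosome 15, 102998257 to 103011881), which was also up-regulated, at 0.0763 FPKM in ESCs and 10.2 FPKM in NCs. The p-value in the authors' deposited table was 0.044 for Hoxb5 (chromosome 11, 96303336 to 96306121) and Hoxd8 (chromosome 2, 74704615 to 74707933), which did not meet the criteria although Hoxb5 had 0.0465 FPKM in ESCs and 49.5 FPKM in NCs and Hoxd8 0.0666 FPKM in ESCs and 2.80 FPKM in NCs. Hoxd3 (chromosome 2, 74711927 to 74748442) was at least 386-fold higher in NCs, and its ESC value lay under the floor of 3 fragments. Its p-value was 0.132 in the authors' deposited table. Hoxc13 (chromosome 15, 102921103 to 102928814) was the tested gene of these clusters with the lower FPKM in NCs, 0.986 against 1.43 in ESCs. It was 1.45-fold lower, with a p-value of 0.00645 in the authors' deposited table. Hoxb5, Hoxc13, Hoxd3 and Hoxd8 were chosen after their values were seen.

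**Figure D3:**
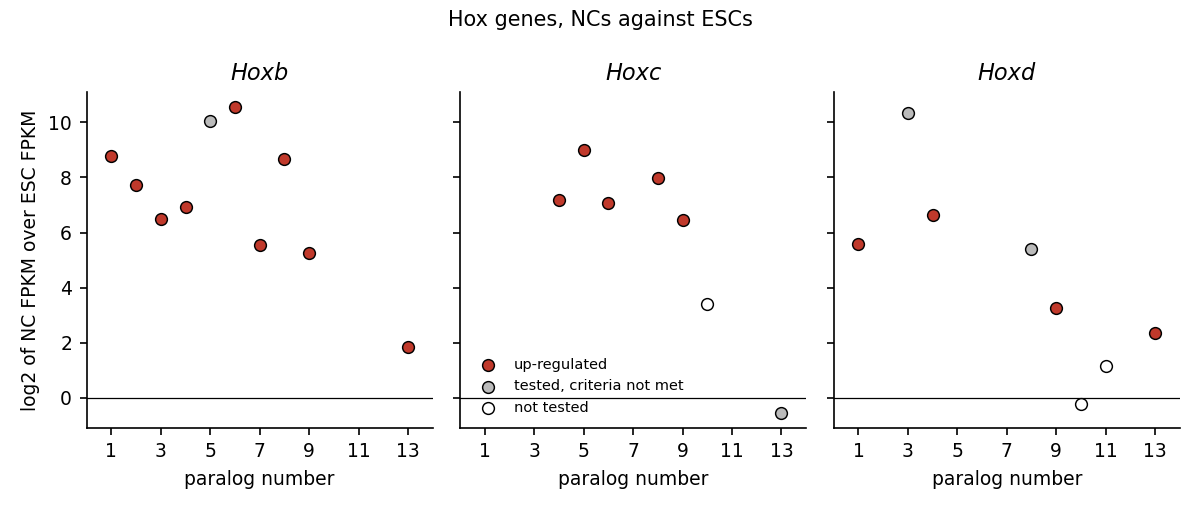
Log2 ratio of the NC to the ESC FPKM (y axis) for the genes of the Hoxb, Hoxc and Hoxd clusters, placed by paralog number (x axis, 1 at the 3′ end). Red points were up-regulated, grey points tested without meeting the criteria and white points not tested. The ratio is that of the FPKM as deposited, also for genes under the floor of 3 fragments.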

We used RT-qPCR to identify the role of nFGFR1 binding in regulating *Hox* genes, analyzing the mRNA levels of the 3’ cluster (*Hoxa1-7*), which includes *Hoxa1*, critical for activating downstream *Hoxa* and *Hoxb* genes [56]. In ESCs, transfection of FGFR1(SP-/NLS)(TK-) led to increases in the levels of the *Hoxa1*, *4* and *7* mRNAs (Fig 6B), suggesting that it may repress these genes indirectly. 

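In the RNA-seq data, FPKM in NCs was higher for Hoxa2 to Hoxa5 than for the genes beyond them on chromosome 6. Hoxa2 (chromosome 6, 52162417 to 52164831) rose 152-fold, from 0.0856 to 13.0 FPKM, and 12.7% of the 50-base words of its transcript also occur in another gene. Hoxa3 (chromosome 6, 52169062 to 52213336) rose 123-fold, from 0.109 to 13.4 FPKM, and its span contains those of Hoxa4, Hoxa5 and Hoxa6. Hoxa4 (chromosome 6, 52189671 to 52191753) rose 137-fold, from 0.0657 to 8.99 FPKM, with a p-value of 0.0237 in the authors' deposited table. Hoxa5 (chromosome 6, 52201754 to 52204587) rose 358-fold, from 0.113 to 40.3 FPKM. Hoxa7 (chromosome 6, 52214491 to 52221854) rose 31.9-fold, from 0.0670 to 2.14 FPKM. Hoxa6 (chromosome 6, 52206288 to 52208722) was listed at 0 in ESCs and at 1.19 FPKM in NCs, and its p-value of 0.0976 in the authors' deposited table did not meet the criteria. Hoxa9, Hoxa10, Hoxa11 and Hoxa13 were not tested and had at most 0.315 FPKM in NCs.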

In β-gal-transfected cells, RA-induced differentiation was accompanied by an up-regulation of the *Hoxa1-5* and *Hoxa7* mRNAs (Fig 6B), consistent with our RNA-seq experiment and earlier reports [48]. The presence of FGFR1(SP-/NLS)(TK-) abolished the RA-induced up-regulation of the *Hoxa1-5* and *Hoxa7* mRNAs, revealing a role for nFGFR1 in programming of the *Hoxa* genes (Fig 6B).

We next assessed whether nuclear accumulation of nFGFR1 is sufficient to augment the expression of *Hoxa* genes. In pluripotency medium (+LIF), FGFR1(SP-/NLS) enhanced the expression of the *Hoxa1* and *Hoxa2* mRNAs (Fig 6C). Thus, nFGFR1 can bypass LIF to activate the transcription of genes that are usually repressed in the pluripotent state. Also, FGFR1(SP-/NLS) markedly augmented the RA-induced up-regulation of all *Hoxa* mRNAs, further supporting to the notion that *Hoxa* genes are activated by nFGFR1 (Fig 6D).

CNS patterning is established by an RA gradient that is controlled by CYP26A, an RA-metabolizing protein [3, 49]. Genetic experiments have placed the *Fgfr1* gene upstream of *Cyp26*. 

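Cyp26a1 (chromosome 19, 37697798 to 37701536) had an authors' FPKM of 0.874 in ESCs and 215 in NCs. This is a 246-fold rise, a log2 ratio of 7.94. With a pseudocount of 1 the log2 ratio was 6.85, the largest of all genes past the criteria on that scale.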

In both our ChIP-seq experiments and independent ChIP assays (S8C and S8D Fig), nFGFR1 bound within the promoter of *Cyp26a1*, and RNA-seq as well as independent RT-qPCR assays demonstrated that it was up-regulated in NCs. Transfection of FGFR1(SP-/NLS) significantly augmented the RA-induced up-regulation of the *Cyp26a1* mRNA (S8E Fig), further indicating that the *Cyp26a1* gene is under direct control of nFGFR1.

### nFGFR1 targets and represses mesodermal genes and activates neurodevelopmental genes

An FGF/Wnt/Notch-based oscillatory mechanism is key to controlling cell differentiation and maturation in the CNS, as well positioning segmental boundaries in the developing presomitic mesoderm [3]. The *Fgfr1* gene acts upstream of both Wnt and Notch signaling to control the cyclic gene expression necessary for both developmental processes. Our data are consistent with this model, in that nFGFR1 not only targeted various neuronal genes encoding components of the Wnt/ β-catenin pathway (Fig 4F and S4D Fig), but also bound within the promoters of key mesodermal genes, including *Notch1*, *Dusp6*, *Perlecan* (H*spg2*), *Lfng*, *Nkd1*, *Nrarp*, *Mesp2* and *Porcn* (S9A Fig). As a high concentration of RA promotes neuronal but not mesodermal differentiation [28–30, 57], we tested nFGFR1 for the ability to directly repress mesodermal genes during the differentiation of ESCs into NCs. ChIP-seq experiments revealed that in NCs, nFGFR1 also bound within the *Mesp2* gene body (S9A Fig), and an independent ChIP assay confirmed this (S9B Fig). In cells transfected with control β-gal, RA treatment did not influence the expression of *Mesp2* and decreased expression of the *Notch1* and *Hspg2* mRNAs, consistent with development toward a neuronal but not mesodermal phenotype (S9C Fig). Transfection of FGFR1(SP-/NLS)(TK-) disrupted the expression of mesp2, and either antagonized or blocked the RA-induced repression of *Notch1* and *Hspg2* mRNAs (S9C Fig). In contrast, the RA-induced activation of nFGFR1 targeted neurodevelopmental genes such as *Pax3*, *Id3*, *Irx3* and *Cdx1 (* S10A Fig), was reduced by FGFR1(SP-/NLS)(TK-) (S10B Fig). Thus, endogenous nFGFR1 represses mesodermal genes and activates neural genes as ESCs progress towards a neuronal phenotype.

### nFGFR1 targets DNA motifs shared with RXR, Nur77 and other TFs

nFGFR1 lacks a DNA binding domain. However, it can associate with promoters indirectly through CBP, and thereby cooperate with various CBP-targeted TF. We used MEME-ChIP motif analysis software to identify all over-represented sequences targeted by nFGFR1, RXR or Nur77. nFGFR1-targeted motifs included the core AGGTCA sequence present in the RARE and NBRE (Table 1 and S11A Fig), as well as a consensus sequence for CREB, as we had previously shown [21, 28, 35, 42]. Related motifs for RXRα, RARa, Nurr1, RXR:Nr1h3, and PPARG (all of which contain AGGTCA) were also verified as targets for RXR and Nur77, consistent with previous reports [32–34].

**Table 1:** Over-represented DNA sequences, identified in motif analysis, reveal nFGFR1, RXR and Nur77 binding to consensus sites of diverse TFs.

Factor	MOTIF (BOLD are unique to factor)
**FGFR1**	**ARNT**, ATF1, CTCF, **ERG**/**ELK4**, **KLF4**, MAX, MZF1, NRF1, Nurr1, **Pou2f3**, **Pou5f1:Sox2**, RARα, RFX1, RXRα, **SMAD**, Sox8, SP1, STAT, **TCF3**, **TP53**, YY1, **ZBTB33**, ZFP161
**RXR**	ATF1, CTCF, **Irx4**, Mycn, MZF1, Nurr1, **Nr1h3:RXRα**, **Pitx2**, **Pou3f3**, **PPARG**, Prrx2, RARα, RFX1, RXRα, Sox8, SP1, YY1, **ZEB1**, ZFP161
**Nur77**	ATF1, CTCF, **Hic1**, MAX, Mycn, NRF1, Nurr1, **Pax6**, Prrx2, **Six6**, SP1, STAT, RXRα, YY1, ZFP161

We also detected nFGFR1 binding to TFs consensus motifs in genes encoding components of the pluripotency core [25], including KLF4, various STAT and SMAD factors, as well as motifs for multiple MYC binding partners, including ARNT, ZFP161, and MAX (Table 1 and S11A Fig). In NCs, nFGFR1 and RXR also targeted CTCF, an insulator site implicated in transcriptional activation/repression, insulation, imprinting, and inactivation of the X chromosome.

In the cases of TFs like MYC, SMAD, CTCF, KLF4, SOX2, OCT4, and STAT3, nFGFR1 interacts both with the TF-encoding genes and the consensus sequences to which they bind. This implies dual-level regulation, with nFGFR1 controlling both the generation of the TFs and its downstream function. Therefore, we next tested whether nFGFR1 influences the activities of TFs bound to additional consensus motifs, with a particular focus on a potential nFGFR1 repressor function at core pluripotency genes. Specifically, we co-transfected cells with the FGFR1 (SP-/NLS) construct, which encodes a constitutively active nFGFR1, and a luciferase reporter construct containing motifs for the binding of pluripotency TFs, including SMAD (SMAD binding element (SBE1-4)) and MYC (E-Box). Transfection of FGFR1(SP-/NLS) markedly reduced SMAD3-dependent transcriptional activity in NCs (S11B Fig), indicating that nFGFR1 indeed acts as repressor. In the case of MYC-by contrast, FGFR1(SP-/NLS) enhanced transcription in both the ESCs and NCs (S11C Fig).

nFGFR1 targeting of both the *Smad1* gene and SBE-4, as well as of the *Myc* genes and E-BOX, support the concept of dual-level transcription control by nFGFR1, i.e., (i) targeting a TF-encoding gene, and (ii) control the trans-acting function of that TFs.

## Discussion

The present study establishes nFGFR1 as a global factor that controls the genome by binding the promoters of thousands of genes, and consensus DNA sequences of diverse TF families. As such, it identifies a previously unknown, multifaceted form of control of major ontogenic pathways and gene networks.

nFGFR1 targets genes on all mouse chromosomes in a nonrandom manner, and has a distribution similar to those of two established nFGFR1 partner TFs: RXR and Nur77. Like the binding sites of RXR and Nur77, those of nFGFR1 were present throughout the genome, but most highly concentrated within regulatory regions. For example, upstream and bidirectional promoters and 5’ UTRs were frequently bound in both ESCs and NCs, and >85% of all nFGFR1 peaks were found within the proximal promoters (-1kb to +1kb TSS) of expressed genes (S2 Fig). These data corroborate our previous findings that nFGFR1 interacts with transcriptionally active chromatin in live cells, that it binds and activates the common transcription coactivator CBP, and that its binding coincides with and regulates global RNA synthesis [20, 21, 28, 58]

One feature that distinguishes the interactions of nFGFR1 with the genome from those of RXR and Nur77 is the several-fold increase in the number of promoter sites occupied by nFGFR1 only in genes that are differentially regulated in the course of RA-triggered differentiation (Fig 3B). Also, the number of genes co-targeted by nFGFR1 and either or both RXR or Nur77 increased markedly following differentiation, despite the overall loss of RXR and Nur77 binding. Thus, nFGFR1 emerges as an active mediator of RA-induced gene programing, consistent with the instructive function of nFGFR1 in the differentiation of ESCs into NCs [28], and in neuronal development *in vivo* [17].

The roles of nFGFR1, together and independently of RXR and Nur77, are further illustrated by the overlapping lists of recognition motifs in the target DNAs of these proteins (Table 1 and S11A Fig). nFGFR1 associates with sequences that are bound the classical nuclear receptors Nur77 and/or RXR, but also others that are not. nFGFR1-targeted sites encompass the consensus sequences of diverse TFs, all of which interact with CBP, and thus may engage in the nFGFR1-CBP mediated transcriptional regulation. The extensive list of nFGFR1-targeted motifs highlights how widespread use of the mechanism underlying RA-initiated gene regulation is, and the vast size of the population of responsive genes. The discovery that this regulation involves a plethora of TFs beyond RAR/RXR and Nurs reveals RA-induced transfer and retention of nFGFR1 in the nucleus [28], and nFGFR1 gene targeting to represent a global paradigm of gene programing.

Our experiments using dominant-negative and constitutively active nFGFR1 mutants have established the role of nFGFR1 as a repressor of genes in the pluripotency network during neuronal differentiation. Inactivation of the *Klf4*, *Sox2*, *Stat3*, *E2f1*, *Esrrb and Suz12*, *Smad1*, *Zfx*, *Tcfcp2l1*, and *Ctcf* genes during RA-induced differentiation appears to be mediated by the recruitment of nFGFR1 to the proximal promoter, and the disassociation of RXR and Nur77 from many of the same sites (Fig 5A and S7A Fig). These findings suggest a mechanism according to which RXR and Nur77 bind and regulate core pluripotency genes in undifferentiated cells, but nFGFR1 binds to and down-regulates the same genes during neuronal differentiation. nFGFR1 also influences the expression of all pluripotency genes examined in ESCs. However, only *Suz12*, *Myc* and *Tcfcp2l1* were directly targeted by nFGFR1 in this context.

In addition to binding promoters of the pluripotency genes, nFGFR1 interacts with the sites identified as consensus targets for the pluripotency TFs: MYC, SMAD, CTCF, KLF4, SOX2, OCT4, and STAT3. This dual-level of regulation, with nFGFR1 controlling the generation of ontogenic TFs as well as their downstream actions, may represent a feed-forward mechanism to fine tune complex ontogenic gene networks. An important nFGFR1-controlled developmental mechanism is exemplified by nFGFR1 binding both within the promoter of the *Ctcf* gene and at the CTCF consensus sequence (Fig 5C, S7A Fig and Table 1). By this dual binding, nFGFR1 may acquire control over the functions of both the *Ctcf* gene and the CTCF protein, and thus influence transcriptional insulation, pluripotency and lineage-specific gene expression due to effects on organization of higher-order chromatin structure.

Activity of the pluripotency network is opposed by the phylogenetically conserved *Hox* genes, which regulate the spatial development of differentiated organs and tissues. RA triggers the *Hox* cascade by activating transcription of the 3’ *Hoxa*-cluster genes, the most critical members of the Hox family and the first in the sequence of *Hox*-gene activation. Our results show that RA-induced nuclear accumulation of nFGFR1 and the binding of nFGFR1 to target promoters transduces the RA signal to the 3’ *Hoxa* cluster independently of RXR, a TF that vacates the promoters in this context, and also independently of Nur77, which does not bind to *Hoxa* promoters (Fig 6A, and S8A Fig). The inhibition of RA-induced *Hoxa* activation by FGFR1(SP-/NLS)(TK-) is consistent with the previously demonstrated blockade of RA-induced NC differentiation (Fig 6B) [28]. Also, overexpression of active nuclear FGFR1(SP-/NLS) is sufficient to activate the *Hox* genes, as well as neuronal development in [28] the absence of RA stimulation (Fig 6C). These findings establish nFGFR1 as a factor that programs stem-cell development, and highlight the importance of nFGFR1-mediated *Hox* gene activation. In pluripotent ESCs, the maintenance of low-level *Hoxa* activity is supported by endogenous nFGFR1. However, this support appears to be indirect, as nFGFR1 does not bind to *Hoxa*-gene promoters. It is possible that this mechanism involves SUZ12 [51], a polycomb-repressor complex that also inhibits *Hoxa* expression in ESCs prior to gastrulation [31]. Such a mechanism is supported by the fact that nFGFR1, RXR and Nur77 all target the promoter of the active *Suz12* gene in ESCs, and by the loss of RXR and Nur77 binding that accompanies *Suz12* down-regulation in differentiated NCs.

Our IPA analyses identified several additional networks of genes whose promoters are targeted by nFGFR1. These networks promote developmental processes previously known to be controlled by products of the *Fgfr1* gene, and now shown to be regulated specifically by nFGFR1. Genes whose promoters are bound by nFGFR1 in ESCs and vacated in NCs form networks that control the cell cycle and development, and that contribute to the abnormal biology of cancer cells. The postulated role of nFGFR1 in cancer [15, 23, 24] could be a consequence of nFGFR1 targeting *Tp53* and its partner genes (Fig 4B), and/or of its binding to the TP53 consensus DNA motif (Table 1 and S11A Fig). These multifaceted nFGFR1 interactions provide a new lead for cancer research, and potentially for the development of a new therapeutic target.

Genes whose promoters are targeted by nFGFR1 primarily in differentiating NCs typically regulate and execute gene expression and support embryonic, nervous-system, organ, tissue, and muscle development (Fig 4D); all of these functions are consistent with the genetically established roles of *Fgfr1*. The nFGFR1 form, in particular, has been shown to be essential and sufficient for transducing neuronal differentiation and development, and for activating neuronal genes in response to diverse receptors and second messengers [19–21, 28, 59] that converge on CREB and CBP. This function may involve binding of nFGFR1 to the promoters of genes engaged in signaling by the cAMP, PKC, BMP7, dopamine and Wnt/β-catenin proteins, all of which provide inputs to the CREB/CBP pathway. Likewise, the nFGFR1-dependent, neuronal development and regeneration induced by BMP7 or NGF [18, 28] may involve nFGFR1 targeting of the *Smad* effector genes, as well as the Semaphorin 6D, Ephrins, Ephrin receptor, and α3-integrin genes, all of whose products act in the axonal guidance pathway.

Consistent with nFGFR1-mediated neuronal specification of RA-programmed NCs [28], nFGFR1 activates neurodevelopmental genes while repressing mesodermal genes of the Wnt/ β-catenin pathway. The patterning and regional cell specification of the CNS involves dynamic regulation of *Notch1* activity, as well of the transduction of RA morphogenic signaling by *Fgfr1* [3]. The present study shows that both processes are subject to direct control by nFGFR1, which binds to promoters of the genes for *Notch1* and the RA hydrolyzing enzyme, *Cyp26a1*.

Genetic experiments have positioned FGFR1 at the top of the developmental hierarchy. The present investigation begins to answer important questions that have arisen from these findings: (1) how does disruption of a single gene, *Fgfr1*, affect multiple stages of embryonic development; (2) how does blocking nFGFR1 disrupt cellular development and the associated gene activities that are initiated by RA and other ontogenic signals; and (3) how does the constitutively active nFGFR1 protein program the differentiation of stem and progenitor cells *in vitro* and *in vivo*?

This study reveals the basic components of an emerging paradigm for master ontogenic networks involved in cell pluripotency, tissue and organ development, and axis specification being controlled by nFGFR1 (Fig 7A). In association with direct gene targeting, nFGFR1 binds to response (cis) elements for many of the same TFs it encodes. This dual level of regulation may allow nFGFR1 to fine tune complex ontogenic gene networks (Fig 7A and 7B).

**Fig 7:**
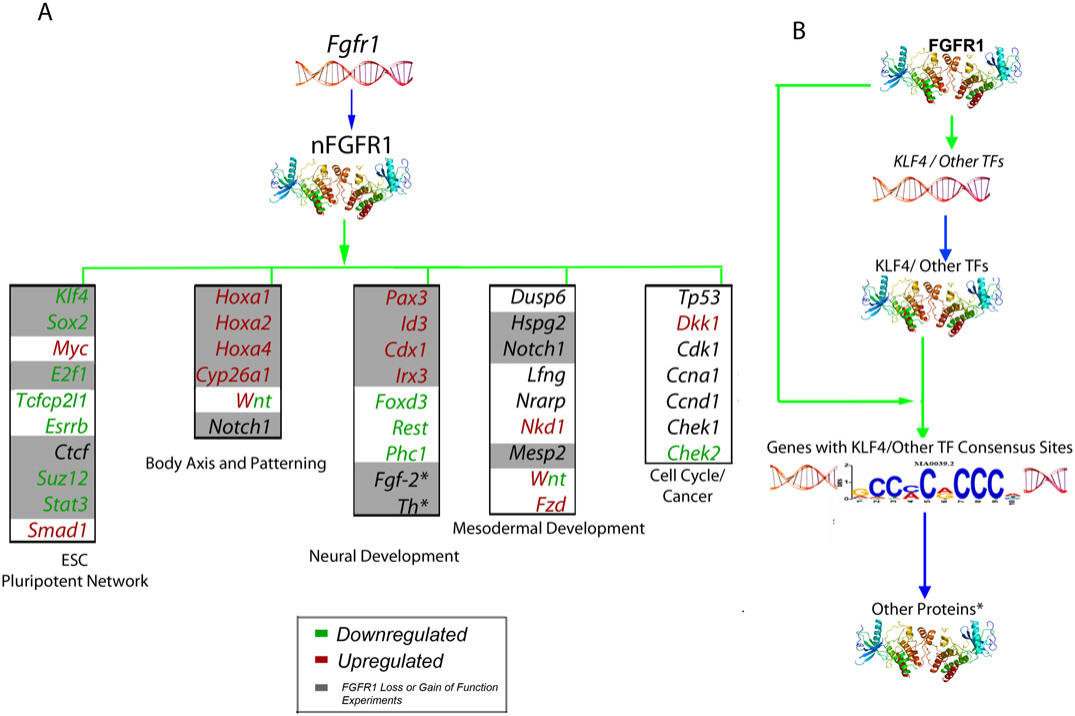
A paradigm for ontogenic global genome programming by nFGFR1. Genetic experiments position the *Fgfr1* gene at the top of gene hierarchy that directs the development of multicellular animals. *Fgfr1* governs gastrulation, as well as development of the major body axes, neural plate, central and peripheral nervous systems, and mesoderm by affecting the genes that control the cell cycle, pluripotency and differentiation [3–6], and microRNAs. This regulation is executed by a single nuclear protein, nFGFR1, which integrates signals from RA and other development-initiating factors, cooperates with RXR, Nurs and multiple TFs, and targets thousands of genes, including ones that encode miRNAs and some within top ontogenic gene networks. nFGFR1 binding to promoters of genes that encode TFs, and the genomic sequences targeted by these TFs suggest a feed forward mechanism for fine-tuning complex developmental networks. Legend: (A) nFGFR1 binding within the proximal promoter of exemplary target genes in which color denotes up- (red) or down-regulation (green) during transition from ESCs to NCs (RNA-seq). Black indicates genes that are not differentially regulated according to our cutoff. Gray box denotes direct regulation by nFGFR1, as determined by loss- or gain-of-function experiments. * denotes gene directly regulated by nFGFR1 from previous studies. (B) In the cases of KLF4 and other TFs (TP53, SMAD, CTCF, MYC, OCT4, SOX2 and STAT3), nFGFR1 interacts both with the TF-encoding genes and the consensus sequences to which they bind. This implies a feed-forward mechanism, in which nFGFR1 controls both the generation of TFs and their downstream function to fine tune ontogenic gene networks.

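Fig 7 names 37 genes, of which Cuffdiff tested 35. By both criteria 12 were up-regulated, 10 were down-regulated and 13 changed by less than 2-fold. Among the neural genes, Id3 (chromosome 4, 136143497 to 136145755) rose 35.2-fold, from 9.56 to 337 FPKM, and Cdx1 (chromosome 18, 61018862 to 61036199) rose 5.99-fold, from 0.598 to 3.58 FPKM. Phc1 (chromosome 6, 122317731 to 122340561) was 7.74-fold lower in NCs, with 238 FPKM in ESCs and 30.8 FPKM in NCs. Fgf2 (chromosome 3, 37348346 to 37410108) and Th (chromosome 7, 142892752 to 142931128) were not tested, with at most 0.250 FPKM in either condition. Among the mesodermal genes, Nkd1 (chromosome 8, 88521354 to 88594884) rose 3.05-fold, from 1.86 to 5.66 FPKM. Notch1 (chromosome 2, 26457903 to 26516663) had 12.8 FPKM in ESCs and 6.42 FPKM in NCs, a 1.99-fold lower value, within the limit. Hspg2 (chromosome 4, 137468769 to 137570630) was 1.44-fold lower and Mesp2 (chromosome 7, 79810727 to 79813439) 1.53-fold lower. Dusp6 (chromosome 10, 99263231 to 99267489) was 1.69-fold higher and Lfng (chromosome 5, 140607320 to 140615545) 1.87-fold higher, and Nrarp (chromosome 2, 25180758 to 25183339) had 4.21 FPKM in ESCs and 3.95 FPKM in NCs. Among the cell cycle genes, Ccna1 (chromosome 3, 55045469 to 55055501) rose 1.58-fold, Ccnd1 (chromosome 7, 144929931 to 144939925) was 1.26-fold lower and Cdk1 (chromosome 10, 69335146 to 69352938) 1.05-fold lower in NCs.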

nFGFR1 has been proposed to act as a gate-opening factor in the feed-forward-and-gate module for control of CBP. Feed-forward loops are common in biological networks, serving as pulse generators, response-delaying circuits, signal-to-noise enhancers and signal integrators. nFGFR1-controlled feed-forward-and-gate loops are positioned at several strategic nodes that may increase the efficiency and reproducibility of ontogenic pathways. The overall importance of such mechanisms in animal development is supported by the evolutionary emergence of nuclear FGFs [9] and FGFR1 [60] in early metazoans.

## Materials and Methods

### Mouse ESC culture and differentiation

Cultures of undifferentiated mouse ESCs (E14Tg2a, *American Type Culture Collection*) were propagated as previously described [28, 61]. Briefly, pluripotent ESCs were maintained in the presence of LIF (1 unit/ml), a necessary component of the pluripotent core. To induce neuronal differentiation LIF-free monolayers were treated with 1μM RA for 2 days [28–30]. ChIP-seq, RNA-seq, miRNA-seq and independent ChIP-qPCR, RT-qPCR and luciferase experiments were performed either in nondifferentiated pluripotent ESCs (+LIF), or in RA-differentiated (+RA) neuronal cells (NCs).

### Plasmids

FGFR1(SP-/NLS), in which the SP is replaced with a canonical NLS, normally provided by the FGF-2 ligand, is a constitutively active nuclear protein which binds to CBP and nFGFR1 regulated gene promoters [19, 20, 42, 54, 62, 63]. Transfected FGFR1(SP-/NLS) induces neuronal-like differentiation in ESCs [28], human NPCs [19, 20], mouse brain NPCs *in vivo* [64], and activates neuronal genes [20, 21, 28, 35]. FGFR1(SP-/NLS)(TK-), in which the tyrosine kinase domain is deleted, acts as nuclear dominant negative receptor which binds to CBP and blocks RA-induced gene activation and neuronal differentiation and prevents binding of endogenous nFGFR1 to promoters [19–21, 28, 42, 54, 62, 63]. FGFR1(TK-) acts a dominant negative receptor in both the cytoplasm and in the nucleus [42, 54]. Plasmids from Addgene—plasmid 16495: SBE4-Luc contains four copies of Smad binding element (GTCTAGAC) in pBV-Luc vector; Plasmid 11742: pCMV5B-Flag-Smad3 expression vector; Plasmid 16057: p4RTK GL4.10 (Luc2) contains three repeats of 5'-TTGGGAGGCAGCAGGTG-3' Multimerized E-box.

### Antibody verification

The nuclear presence of FGFR1 was demonstrated in several laboratories in non-transformed cells [63, 65], cancer cell lines [19, 54, 66–68], stem cells and in the rat and mouse brain [69, 70] [19, 20, 71] using an array of antibodies which target different FGFR1 epitopes. Furthermore, transfected FGFR1-EGFP in live cells was detected using native fluorescence and FGFR1-Flag using αFlag. Gene targeting by FGFR1 was shown by EMSA and ChiP assays using diverse FGFR1 antibodies: SC121, Abcam ab10646, FGFR1McAb6, Abcam FGFR1 Mab; (SC 121G) [20, 21, 24, 28, 35, 42]. FGFR1-DNA interaction was not detected in cells that do not express endogenous FGFR1 and restored by transfection of FGFR1 [20]. Gene binding by FGFR1-flag was verified with αFlag[28]. Dynamic transcription-dependent interaction of FGFR1-EGFP with chromatin was shown in live cells by confocal microscopy and FRAP[58]. In the present study, we used ChiP-validated αFGFR1, Abcam ab10646 [21, 28, 59]. Detection of nFGFR1 by this antibody is prevented by siRNA knock down of FGFR1 mRNA [23]. The ChiP validated RXR (DeltaN197, sc-774), and Nur77 (sc-5569) antibodies were purchased from Santa Cruz Biotechnology (Santa Cruz, CA) and used as previously in ChIP assays [21, 28, 35].

### ChIP assays

ESC or NC monolayers on 100mm plates were cross-linked with 1% formaldehyde (Sigma, St Louis, MO) for 10 min while shaking at room temperature and rinsed three times with cold phosphate-buffered saline. Cells from five plates were pooled and harvested in phosphate-buffered saline with protease inhibitors by 10 min centrifugation (3,000 rpm) at 4°C. ChIP was performed with 112 μg of chromatin and 3 μg of FGFR1, RXR or Nur77 antibodies using the Invitrogen MAGnify and Millipore kits, according to manufacturer’s instructions with slight modifications. Genomic DNA was precipitated with ethanol, treated with RNase A and proteinase K, and purified using the Qiagen PCR purification kit. For ChIP-seq, chromatin was further prepared using the Tru-seq ChIP Sample Preparation Kit and purified library DNA was captured on an Illumina flowcell for cluster generation and sequenced on an Illumina Hisequation 2000, following the manufacturer's protocols. In a pilot ChiP-seq experiment and in independent ChiP assays (for example S5E Fig), chromatin incubation with control IgG did not result in chromatin precipitation.

### RNA-seq, miRNA-seq and relative RNA level determination

For RNA-seq, RNA from three sets of replicate samples were processed and analyzed separately. Total RNA was isolated from two 60mm plates of ESC cultures using Trizol or the Qiagen RNA extraction kit according to manufacturer’s instructions. RNA was prepared using the Tru-Seq RNA kit and purified library cDNA was captured on an Illumina flowcell for cluster generation and sequenced on an Illumina Hisequation 2000, following the manufacturer's protocols. For independent mRNA assays, cDNA synthesis was carried out using 1 μg of RNA and the iScript cDNA Synthesis Kit (Bio-Rad; Hercules CA). One tenth of the synthesized cDNA was used as the template for real time-quantitative PCR. Twenty-five μl real time PCR reactions were performed on the BioRad MyiQ Cycler with iQ SYBR Green Supermix (Bio-Rad). RT-qPCR using the amplification cycles: Initial denaturation for 8:30 min at 95°C, followed by 35x cycle 2 (denaturation for 15 s at 95°C and annealing for 1 min at 60°C). Melt curve data collection was enabled by decreasing the set point temperature after cycle 2 by 0.58°C. The specificity of amplicons was confirmed by generating the melt curve profile of all amplified products. Gene expression was quantified as described in [72]. All oligonucleotide sequences for RT-qPCR can be found in S4 Table.

### DNA Transfections and Promoter Assays

Cells were transfected with DNA using Lipofectamine 2000 and luciferase activity was measured using the Promega Luciferase Assay System on a BioTek Plate Reader, as described previously [20, 21, 28, 42]. Luciferase experiments were repeated at least 2 times and each was performed in quadruplicate. For SBE-4 luciferase, ESCs were transfected with 250 ng of the SBE-4 construct, 250 ng of Smad3 and 250 ng of FGFR1(NLS). For E-Box luciferase, ESCs were transfected with 200 ng of the E-BOX construct and 300 ng of FGFR1(NLS). The total amount of DNA per well was adjusted to 1 μg using β-gal. For all RT-qPCR experiments, ESCs were transfected using 8 μg of either β-gal, FGFR1(SP-/NLS), FGFR1(SP-/NLS)(TK-) or FGFR1(TK-). Co-transfections of luciferase constructs with FGFR1 effector plasmids or control β-gal, had no effect on the number of transfected cells or the amount of transfected intracellular luciferase DNA measured by Real Time PCR.

### qPCR analysis of ChiP

qPCR was used to determine the relative amount of specific loci in IP, Input, and IgG (Preimmune) samples. qPCR was performed using iQ SYBR Green Supermix (Bio-Rad) on a Bio-Rad iCycler, as described above. Two and half μl of ChIP, IgG and 10% total input DNA was used in duplicate reactions of at least two independent experiments. Data are expressed as % Input. All oligonucleotide sequences for ChIP-qPCR can be found in S5 Table.

### ChIP-seq and RNA-seq data processing

For ChIP-seq, raw FASTQ reads were aligned to the mouse genome build mm10 using Bowtie 1.0 software with the following command: bowtie—m 1—p—q—S. All peaks we called were from SAM files using Model-based Analysis of ChIP-Seq (MACS) version 2.0 default settings (p-value <1e-5) with the following command: macs2 callpeak—p—t—f—g—n—B. MACS2 uses a dynamic Poisson distribution to calculate peaks.

RNA-seq was analyzed using the Tuxedo pipeline [73]. Raw FASTQ reads were mapped to the mouse mm10 genome using TopHat-2.0.8 and Bowtie2-2.1.0 software to generate SAM files. TopHat is a fast read-mapping algorithm, which uses the ultrafast Bowtie aligner for aligning reads from RNA-Seq to the reference genome. These mapped reads were assembled into transcripts and gene expression levels were calculated and normalized using Cufflinks version 2.0.2. Cufflinks produces Fragments Per Kilobase of transcript per million fragments mapped (FPKM), which is proportional to transcript abundance in each sample. Transcript assemblies were merged together using Cuffmerge and Cuffdiff was used to determine significant differences in gene expression (FPKM) between ESCs and RA-treated NCs. Heatmaps of differentially regulated genes were generated using cummeRbund in R. All raw data files for ChIP- and RNA-seq have been uploaded to GEO database under the following accession number: GSE65698.

### Conservation of FGFR1, RXR and Nur77 ChIP-seq peaks

As functional genomic regions are often evolutionarily conserved between different species, we compared the evolutionary conservation of our ChIP-seq peaks with flanking non-peak regions as an indicator of good data quality and correct data preprocessing. ChIP-seq peaks were input as BED files to the 'Conservation Plot' tool in the Galaxy/Cistrome platform (http://cistrome.org/ap/) and UCSC PhastCons conservation scores were used to detemermine the average conservation score profiles around the peak centers. For Galaxy/Cistrome, genome coordinates from all peak sets were first converted as BED files to the mm9 genome assembly using the LiftOver tool from the UCSC Table browser.

### Generation of FGFR1, RXR and Nur77 peak sets

ChIP-seq tracks were generated from MACS2 output files and uploaded to the UCSC genome browser (http://genome.ucsc.edu/) using the Galaxy web based platform (https://main.g2.bx.psu.edu/). Overlapping peak sets for FGFR1, RXR and Nur77 were generated using the concatenate, cluster and subtract tools from Galaxy. To find FGFR1+RXR+Nur77 binding sites we first identified FGFR1 peaks that directly overlapped either RXR or Nur77 by a minimum of -1 base pair (bp) and clustered these into single peak sets. Intervals from the above generated FGFR1+RXR and FGFR1+Nur77 peak sets, which further overlapped each other by a minimum of-1bp, were again clustered into the single FGFR1+RXR+Nur77 peak set. To identify genomic sites in which FGFR1 was bound with RXR, but not with Nur77, we subtracted the FGFR1+RXR+Nur77 peaks from the FGFR1+RXR peak set by a minimum of 1bp using the subtraction tool. The same was done for Nur77 by subtracting the FGFR1+RXR+Nur77 peak set from the FGFR1+Nur77 peak set. To identify the genomic sites in which FGFR1 was bound alone we further subtracted all FGFR1 peaks in either ESCs or NCs that overlapped either RXR and/or Nur77 by a minimum of 1bp in their respective sample. The same method was also used for RXR and Nur77.

To verify this method of peak generation we also used the Venn diagram tool in the Galaxy/Cistrome platform to identify overlapping peak sets. Using this method we identified a nearly identical amount of overlapping peaks as used in the above method. As all peaks were converted between the mm10 and mm9 assemblies for Galaxy/Cistrome usage, this could account for some of the peak differences between the above two methods since some peaks are lost during the LiftOver process.

### Identification of bound promoters and expressed genes

A list of UCSC known genes was obtained from the UCSC Table browser. Proximal promoters were defined as-/+ 1kb from the TSS and extracted using the Get Flanks tool on the Galaxy platform. Distal promoters were extracted the same way and defined as -5kb to -1kb TSS. The gene body was defined as all genic regions excluding the introns and exons within the defined +1kb TSS promoter. Intergenic regions were defined as all regions that did not correspond with any portion of the proximal promoter, distal promoter or gene body. The genomic distribution of each factor was generated by intersecting overlapping peaks with particular genomic regions by a minimum of 20bp. Chromosomal distribution and peak density profiles for promoters and gene body for each factor were generated using the Cis-regulatory Element Annotation System (CEAS) main program in the Galaxy/Cistrome platform.

To further relate binding to gene expression, we chose to focus on binding sites found within the proximal promoter to ensure the target promoter is associated with the designated expressed gene. We identified FGFR1, RXR and/or Nur77 peaks described above, which directly overlapped the proximal promoter by a minimum of 20bp using the join tool in Galaxy. Gene names for each promoter-binding site were obtained using the ref tool in UCSC. We next combined the total expressed and non-expressed UCSC genes from our RNA-seq data with the UCSC proximal promoter binding sites for each factor using the “Vlookup” function in Microsoft excel. We further filtered these promoter sites into non-expressed, expressed and differentially regulated genes for downstream analysis.

### Ingenuity Pathway Analysis

We imported the differentially regulated genes that met the log ratio cut-off-/+ 2.0 and p-value ≤0.05 bound by each factor into Ingenuity Pathway Analysis (IPA, Ingenuity Systems; https://www.analysis.ingenuity.com) web based software. 

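With a fold change of at least 2 and a p-value of at most 0.05 in the authors' deposited table, 1885 genes were up-regulated and 1500 down-regulated. With an absolute log2 ratio of at least 2 in place of the 2-fold change and a p-value under 0.035 in the authors' deposited table, 745 genes were up-regulated and 506 down-regulated.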

Peaks bound to genes that were significant by RNA-seq (≥1.18 FC) but not by our cut-off (≥2.0) were also uploaded for network building but were not considered differentially regulated. 

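The authors' deposited table marks 8735 genes as significant, 4298 of them higher and 4437 lower in NCs. Of these, 5407 (61.9%) changed by less than 2-fold. The smallest change marked as significant in the authors' deposited table was 1.19-fold, for Adrbk1, which was chosen after its value was seen. A limit of 1.5-fold gave 2978 up-regulated and 2649 down-regulated genes.

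**Figure D4:**
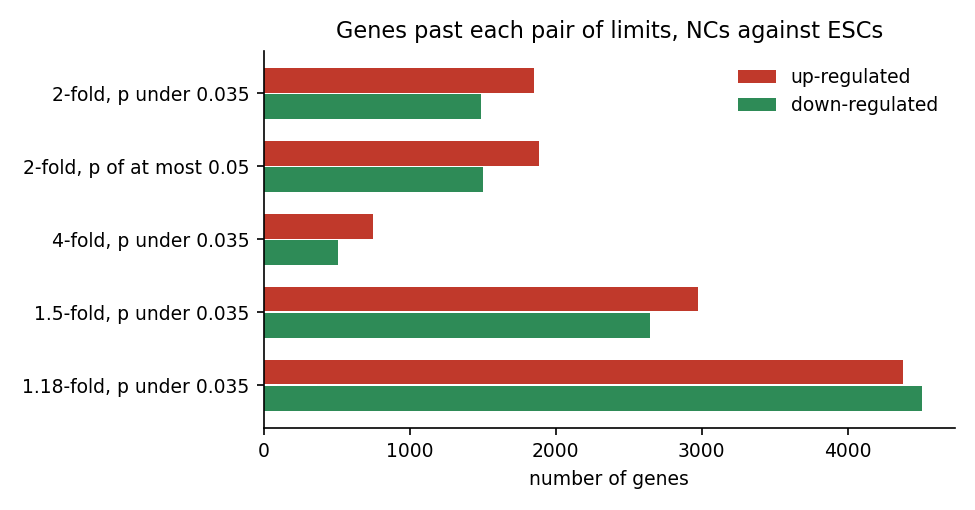
Number of up-regulated genes (red) and down-regulated genes (green) on the x axis, from 0, for each pair of limits on the fold change and on the p-value of the authors' deposited table (y axis). The counts fall from 4378 and 4509 genes at 1.18-fold to 745 and 506 genes at an absolute log2 ratio of 2, drawn as 4-fold.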

All peak sets were analyzed using Core Analysis with mouse as the organism and all tissues and cell lines under a stringent filter. IPA uses a repository of biological interactions and functional annotations to build relationships (i.e. genes, proteins, drugs, and diseases) and sources major NCBI databases (EntrezGene, RefSeq, OMIM disease associations), microRNA-mRNA target databases, GWAS databases, and KEGG.

For networks, uploaded molecules of interest that interact with other molecules in the Ingenuity Knowledge Base are selected as candidates for network generation. Networks are ranked based on the number of Network Eligible molecules they contain, in which the higher the score, the lower the chance of finding the observed molecules randomly. Each network score is based on the hypergeometric distribution and calculated with the right-tailed Fisher's Exact Test. The top five networks in each peak set are ordered according to their score, with the highest network displayed first.

The significant Canonical Pathways for the dataset are displayed along the x-axis and the y-axis displays the-log of p-value calculated using the right-tailed Fisher's exact test. The significance represents the probability of molecule association from each peak set with the canonical pathway than found by random chance. Up-regulated (red), down-regulated (green), and unchanged molecules (gray) are designated in each Canonical Pathway and the top 8 pathways are shown for each peak set. The top disease and biological function p-values are also calculated using the right-tailed Fisher’s exact test and the top five in each category are listed for each peak set.

### Motif Analysis

To identify motifs, FASTA data from each of the original peak sets was extracted using the Fetch Sequences tool in the Galaxy platform and uploaded to MEME-ChIP motif software. MEME-ChIP was run on all the factors using the following parameters: meme-chip-noecho-oc. -index-name index.html-time 300-db db/JASPAR_CORE_2014_vertebrates.meme-db db/uniprobe_mouse.meme-meme-mod anr-meme-minw 6-meme-maxw 30-meme-nmotifs 5-dreme-e 0.05-centrimo-score 5-centrimo-ethresh 10 Galaxy213-_DNA_.fasta. JASPER and UNIPROBE were the chosen candidate databases. Motifs with a p-value ≤002 were selected for further analysis. For FGFR1, we focused on motifs that were present in both pluripotent and/or both RA replicates.

## Supporting Information

S1 Fig Chromosomal distribution of nFGFR1, RXR and Nur77 peaks. Figures show length of individual chromosomes as % of the entire mouse genome and % of peaks found on individual chromosomes. In both ESCs and NCs, the relative distribution of peaks for (**A**) nFGFR1, **(B)** RXR and **(C)** Nur77 was highest on chromosomes 8 and 11 and lowest on chromosomes X and Y. Average Phastcon scores for **(D)** nFGFR1, **(E)** RXR and **(F)** Nur77 in ESCs and NCs display a high level of evolutionary conservation compared to non-flanking regions. As functional regions of DNA are often conserved between species, this further demonstrates the importance of nFGFR1 as a genomic regulator, and serves as an indicator of good data quality and correct data preprocessing. **(G)** UCSC genome browser views of nFGFR1, RXR and Nur77 binding within *Fgfr1*, *Fgf-2*, *Rarα* and *Rarβ*genes.
(TIF) Click here for additional data file.

S2 Fig nFGFR1, RXR and Nur77 binding within proximal promoters of expressed genes. Nearly 90% of proximal promoter (-1kb to +1kb TSS) peaks (identified by ChIP-seq) are associated with active genes (mRNA detected by RNA-seq).
(TIF) Click here for additional data file.

S3 Fig ChIP-seq analysis of histone variant H3.3 in RA-induced NCs. **(A)** Genomic distribution of H3.3. ChIP-seq for H3.3 was performed after 48h RA-induced NC differentiation, as described. We identified a total of 10,634 H3.3 sites that were primarily localized within the proximal promoter, gene body and intergenic regions **(B)** H3.3 peak enrichment within promoter and genic regions. H3.3 peaks were enriched 8-fold within the upstream proximal promoter (-1kb), 23-26-fold within the bidirectional promoter and 5’UTR, and 5-fold within coding exons. No such enrichment was found in the downstream promoter (+1kb), the 3’UTR or introns. **(C)** Colocalization of nFGFR1 with RXR and Nur77 coincides with H3.3 in RA-induced NCs. Within the genome, only 5% of individual nFGFR1, RXR and Nur77 binding sites overlapped with H3.3. When FGFR1 was bound with either factor separately this overlap increased to approximately 25%, and when nFGFR1 was bound with both factors combined this further increased to 63%. **(D)** H3.3 incorporates into promoters targeted by nFGFR1. Within the proximal promoter of expressed genes, H3.3 was incorporated into sites containing nFGFR1 to markedly greater degree (>81%), than sites containing only RXR, Nur77 or H3.3, but not nFGFR1 (15%). **(E)** Within the proximal promoter of differentially regulated genes, a similar preferential incorporation of H3.3 was observed within sites containing nFGFR1 greater than sites containing only RXR, Nur77 or H3.3.
(TIF) Click here for additional data file.

S4 Fig Pathways revealed by Ingenuity Pathway Analysis (IPA) based on nFGFR1 binding to genes expressed differently in ESCs and NCs. All pathways are based on proximal promoter (-1kb to +1kb TSS) binding of designated factor to differentially expressed genes (FC ≥-/+2.0 and p-value <0.05). For canonical pathways displayed in **(B)**, **(C)** and **(D)**; a pink border represents genes or groups of genes bound by nFGFR1, in which the degree of gene upregulation (red) and downregulation (green) is denoted by the color intensity. A rainbow color represents a group of genes that contains members that are both up- and down-regulated. Grey symbols represent genes bound by FGFR1 but were not differentially regulated according to our cut-off. A double border denotes a group or complex of functionally related genes within the pathway. A complete interpretation of network shapes and interactions can be found in Material and Methods. All p-values were calculated using the right-tailed Fisher’s exact test. **(A)** Genome browser views of nFGFR1, RXR and Nur77 binding within the proximal promoter of *Tp53*, *Chek2*, *Dkk1* and *Camk2d* genes in ESCs and NCs. **(B)** “CREB signaling in neurons” pathway based on nFGFR1 promoter binding in pluripotent ESCs. 

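The 4 CamkII genes were all tested. Camk2d was up-regulated, and the other 3 changed by less than 2-fold, with log2 ratios from -0.30 for Camk2b to 0.86 for Camk2a. Of 7 tested adenylate cyclase genes, Adcy2 and Adcy6 were up-regulated and none was down-regulated. Adcy2 (chromosome 13, 68620043 to 68999541) had 0.468 FPKM in ESCs and 3.67 FPKM in NCs. Of 11 tested phospholipase C genes, 3 were up-regulated (Plcb1, Plce1 and Plch1) and 3 down-regulated (Plcd1, Plcg2 and Plch2), and 8 had the lower FPKM in NCs, as they also did after centring. Of 4 tested G-protein β genes, Gnb4 (chromosome 3, 32580332 to 32616585) rose 2.39-fold and Gnb5 (chromosome 9, 75306288 to 75345876) 2.71-fold. Among the genes of axonal guidance, 5 of 8 ephrin genes were up-regulated. Efnb1 (chromosome X, 99136130 to 99148991) had the largest rise of them, from 2.95 to 13.8 FPKM. Of 11 tested ephrin receptor genes, 4 were up-regulated and 2 down-regulated. Of 19 tested integrin genes, 5 were up-regulated and 2 down-regulated. Bmp7 (chromosome 2, 172868012 to 172940321) rose 2.31-fold, from 7.14 to 16.5 FPKM. Genes of these families that the paper does not name one by one were chosen after their values were seen.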

The top differentially regulated genes include *CamkII*, *Adenylate cyclase (AC)*, *Phospholipase C (PLC)*, and *G-protein β(Gβ)*. **(C)** “Axonal guidance signaling canonical pathway” based on nFGFR1 promoter binding in NCs. nFGFR1 targets promoters of the ephrins, ephrin receptors, integrins and BMP7 genes. **(D)** “Wnt/B-catenin pathway” based on nFGFR1 promoter binding in NC. The top differentially regulated genes include *Rar*, *Sox*, *c-Jun*, *Wnt*, D*kk1* and *Frizzled*. 

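Of the RA receptor genes, Rarb was up-regulated, whereas Rara (chromosome 11, 98927818 to 98974942) was 1.18-fold lower and Rarg (chromosome 15, 102234938 to 102257517) 1.97-fold lower in NCs, both within the 2-fold limit. Of 16 tested Sox genes, 11 were up-regulated and 2, Sox2 and Sox15, down-regulated. The largest rise was that of Sox6 (chromosome 7, 115470872 to 116038796), from 0.150 to 1.99 FPKM. Jun (chromosome 4, 95049034 to 95052222) rose 2.84-fold, from 7.90 to 22.4 FPKM. Of 12 tested Wnt genes, 5 were up-regulated (Wnt2b, Wnt5a, Wnt5b, Wnt6 and Wnt10b), and Wnt8a was down-regulated. Wnt5b (chromosome 6, 119432531 to 119544347) rose from 0.621 to 4.66 FPKM. All 10 Frizzled genes were tested, and 6 were up-regulated. Fzd8 (chromosome 18, 9212163 to 9218136) rose 8.30-fold, from 1.32 to 11.0 FPKM. Fzd5 (chromosome 1, 64730558 to 64737751) was down-regulated and 7.64-fold lower in NCs, with 15.2 FPKM in ESCs and 1.99 FPKM in NCs. Porcn (chromosome X, 8193848 to 8206525) rose 5.61-fold, from 4.75 to 26.7 FPKM. Members of these families that the paper does not name one by one were chosen after their values were seen.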

(TIFF)
(TIF) Click here for additional data file.

S5 ig Pathways revealed by Ingenuity Pathway Analysis (IPA) based on nFGFR1, RXR and Nur77 binding to genes expressed differently in ESCs and NCs. All pathways are based on proximal promoter (-1kb to +1kb TSS) binding of designated factor to differentially expressed genes (FC ≥-/+2.0 and p-value <0.05). For canonical pathways displayed in **(D)** and **(F)**; a pink border represents genes or groups of genes bound by nFGFR1, in which the degree of gene upregulation (red) and downregulation (green) is denoted by the color intensity. A rainbow color represents a group of genes that contains members that are both up- and down-regulated. Grey symbols represent genes bound by FGFR1 but were not differentially regulated according to our cut-off. A double border denotes a group or complex of functionally related genes within the pathway. A complete interpretation of network shapes and interactions can be found in Material and Methods. All p-values were calculated using the right-tailed Fisher’s exact test. **(A)** List of top canonical pathways based on differentially regulated genes bound by FGFR1 and RXR in pluripotent ESCs. The top 8 significant pathways are shown. **(B)** Top canonical pathways are based on differentially regulated genes bound by FGFR1 and Nu77 in ESCs. The top 8 significant pathways are shown. **(C)** Top canonical pathways based on differentially regulated genes bound by nFGFR1 and RXR in NC. The top 8 significant pathways are shown. **(D)** “Role of Nanog in mammalian ESC pluripotency” pathway based on nFGFR1 and RXR binding in NCs. 

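Of 7 tested Bmp genes, Bmp1, Bmp2 and Bmp7 were up-regulated and none was down-regulated. Bmp2 (chromosome 2, 133552159 to 133562885) had the largest rise, from 0.209 to 2.20 FPKM. Bmp4 (chromosome 14, 46383520 to 46390669) rose 1.76-fold and was within the limit. All 8 Smad genes were tested. Smad1, Smad3, Smad6 and Smad9 were up-regulated, 7 of the 8 had the higher FPKM in NCs, as they also did after centring, and none was down-regulated. Smad6 (chromosome 9, 63953076 to 64022059) rose 4.79-fold, from 2.73 to 13.1 FPKM. Smad7 (chromosome 18, 75367529 to 75395935) was 1.76-fold lower, with 7.00 FPKM in ESCs and 3.97 FPKM in NCs. Bmp2, Bmp4, Smad6 and Smad7 were chosen after their values were seen.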

The top differentially regulated genes bound by nFGFR1-RXR include *Wnt*, *Frizzled*, *Bmp*, and *Smads*. **(E)** Top canonical pathways based on differentially regulated genes bound by nFGFR1 and Nur77 in NCs. The top 8 significant pathways are shown. **(F)** “Dopamine DARPP32 Feedback in cAMP signaling” pathway based on nFGFR1 and Nur77 binding in RA-induced NCs. The top differentially regulated genes include *Dopamine receptors 2/3/4*, *Protein kinase C* (PKC), *Phospholipase C (PLC)*, and *Potassium inwardly-rectifying channel* (*KCNJ*). **(G)** Top canonical pathways based on differentially regulated genes bound by nFGFR1, RXR and Nur77 in ESCs. 

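Of the dopamine receptor genes, Drd4 (chromosome 7, 141292006 to 141296464) was tested and rose 2.53-fold, from 0.406 to 1.03 FPKM, with a p-value of 0.00025 in the authors' deposited table. With a pseudocount of 1 it was within the 2-fold limit. Drd2 (chromosome 9, 49340627 to 49408177) and Drd3 (chromosome 16, 43754026 to 43822932) were not tested by Cuffdiff. Drd2 had 0.279 FPKM in ESCs and 0.0996 FPKM in NCs, and Drd3, which lay under the floor of 3 fragments in ESCs, was at least 17.5-fold higher in NCs, at 0.478 FPKM. Of 8 tested protein kinase C genes, Prkca, Prkce and Prkch were up-regulated and none was down-regulated. Prkch (chromosome 12, 73584796 to 73778185) rose from 1.03 to 4.43 FPKM. Of 6 tested inwardly rectifying potassium channel genes, Kcnj14 (chromosome 7, 45816460 to 45824782) was up-regulated, from 0.580 to 1.20 FPKM, and Kcnj3 (chromosome 2, 55435970 to 55598145) down-regulated, from 11.0 to 0.378 FPKM. The protein kinase C and channel genes were chosen after their values were seen.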

The top 8 significant pathways are shown. **(H)** Top canonical pathways based on differentially regulated genes bound by FGFR1, RXR and Nur77 in RA-induced NCs. The top 8 significant pathways are shown.
(TIF) Click here for additional data file.

S6 Fig ChIP-seq analysis of nFGFR1 binding in NCs. **(A)** Average Phastcon scores for nFGFR1 from second ChIP-seq replicate after 48h RA-induced NC differentiation. **(B)** Genomic distribution of nFGFR1 within the proximal promoter, distal promoter, genic and intergenic regions. We identified a total of 14,082 genomic peaks of which 11,223 were localized within the proximal promoter. **(C)** nFGFR1 peak enrichment within promoter and genic regions. nFGFR1 peaks were enriched over 30-fold in the upstream proximal promoter (-1kb), over 116- fold within the bidirectional promoter and 94-fold within the 5’UTR. No enrichment was observed in the downstream promoter, 3’UTR or introns.
(TIF) Click here for additional data file.

S7 Fig nFGFR1 targeting and regulation of core pluripotent genes. **(A)** UCSC genome browser views of nFGFR1, RXR and Nur77 binding to promoters of core pluripotent genes (*Suz12*, *Essrb*, *Smad1*, *Klf4*, *Ctcf*, *Sox2*, *Stat3*, *E2f1*, *Tfcp2l1*, and *Zfx*) in pluripotent ESCs and RA-differentiated NCs. **(B)** Independent ChIP assay demonstrating nFGFR1 binding within the proximal promoter of the *Suz12* gene **(C)** Dominant negative FGFR1(TK-) disrupts the expression of core pluripotent genes in the presence of LIF. mRNA expression levels were measured using RT-qPCR with extracts from ESCs transfected with either β-gal (control) or FGFR1(TK-) and subsequently maintained in the presence of +LIF or +RA for 48 hours. In the presence of LIF, blocking both membrane bound and nFGFR1 increased the levels of all genes examined. However, its effect on the RA-induced downregulation of nearly all genes was markedly diminished as compared to FGFR1 (SP-/NLS)(TK-). P value <0.05 * different from β-gal+LIF; + different from β-gal+RA.
(TIF) Click here for additional data file.

S8 Fig nFGFR1 targeting and regulation of the *Hoxa* cluster genes and the *Cyp26a1* gene. **(A)** UCSC genome browser views of nFGFR1, RXR, and Nur77 binding within the *Hoxa-Hoxd* gene cluster. **(B)** Independent ChIP assays demonstrating nFGFR1 binding within the proximal promoter of the *hoxa1*, *hoxa2* and *hoxa3* genes. **(C)** UCSC genome browser views of nFGFR1, RXR and Nur77 binding within the proximal promoter of *Cyp26a1*. **(D)** Independent ChIP assays demonstrating nFGFR1 binding within the proximal promoter of the *Cyp26a1* gene. **(E)** FGFR1(SP-/NLS) augments the RA-induced expression of *Cyp26a1*. mRNA expression levels were measured using RT-qPCR with extracts from ESCs transfected with either β-gal (control) or FGFR1(SP-/NLS) and subsequently maintained in the presence of +LIF or +RA for 48 hours. In the presence of RA, transfection of FGFR1(SP-/NLS) significantly augmented the expression of *Cyp26a1*. P value <0.05 * different from β-gal+LIF; + different from β-gal+RA.
(TIF) Click here for additional data file.

S9 Fig nFGFR1 binding and regulation of key mesodermal genes. **(A)** UCSC Genome browser views of nFGFR1, RXR, and Nur77 binding to within the promoter of *Notch1*, *Perlecan* (*Hspg2*), Dusp6, *Lfng*, *Nkd1*, *Nrarp*, *Pornc and Mesp2*. **(B)** Independent ChIP assay showing nFGFR1 binding within the *Mesp2* gene body (**C)** FGFR1(SP-/NLS)(TK-) disrupts the expression of Mesp2 and antagonizes or blocks the RA-induced repression of *Notch1* and *Hspg2* mRNA expression. mRNA expression levels were measured using extracts from ESCs transfected with either β-gal (control) or FGFR1(SP-/NLS)(TK) and subsequently maintained in the presence of +LIF or +RA for 48 hours. P value <0.05 * different from β-gal+LIF; + different from β-gal+RA.
(TIF) Click here for additional data file.

S10 Fig nFGFR1 binding and regulation of key neuronal genes. **(A)** UCSC genome browser views of nFGFR1, RXR and Nur77 binding within the promoter of *Pax3*, *Id3*, *Cdx1* and *Irx3*. **(B)** FGFR1(SP-/NLS) (TK-) antogonizes or blocks the RA-induced activation of *Pax3*, *Id3*, *Cdx1* and *Irx3*. mRNA expression levels were mesured using extracts from ESCs transfected with either β-gal (control) or FGFR1(SP-/NLS) (TK-) and subsequently maintained in the presence of +LIF or +RA for 48 hours. P value <0.05 * different from β-gal+LIF; + different from β-gal+RA.
(TIF) Click here for additional data file.

S11 Fig Over-represented DNA sequences targeted by nFGFR1, RXR and Nur77. **(A)** All motif analyses were carried out using MEME-ChIP software. The over-represented DNA sequences reveal nFGFR1 binding to over 30 motifs representing consensus sequences of diverse TFs, all of which are known to interact with nFGFR1 binding partner and transcriptional coactivator CBP. Consistent with partial overlap of nFGFR1 peaks with RXR and/or Nur77, we found a number of the consensus sequences in which (i) nFGFR1 shares with RXR and/or Nur77 (ATF1,CTCF, MAX, NZF1, RXRα/Nur1, NRF1, RARα, RFX1, SMAD3, SOX8, SP1, STAT1, STAT3, YY1, ZFP161), (ii) consensus sequences targeted by nFGFR1 alone (ARNT, ERG/ELK4, KLF4, POU2F3, POU5F1/SOX2, SMAD2/4, TCF3, TP53, ZBTB33) and (iii) consensus sequences targeted by RXR and/or Nur77 but not shared with nFGFR1 (HIC1, IRX4, Mycn, PAX6,PITX2, POUF3, PPARG, PRRRX2, SIX6, ZEB1). In cases of TFs like CTCF, Klf4, SOX2, STAT3, and TP-53, nFGFR1 interacts both with their cognate DNA sequences as well as genes that encode these TFs. This implies a dual-level of regulation in which nFGFR1 controls generation of TFs as well as their downstream functions. **(B)** FGFR1(SP-/NLS) inhibits SBE-4 activation in the presence of Smad3. mESCs were transfected with the SBE-4-luc construct and either β-gal, FGFR1 (SP-/NLS), SMAD3 or SMAD3+FGFR1(SP-/NLS), and subsequently maintained in the presence of +LIF or +RA for 24 hours. Luciferase activity was normalized to β-gal. In the presence of RA, nuclear active FGFR1(SP-/NLS) significantly decreased the SMAD3-dependent activation of SBE4-luc. **(C)** FGFR1 (SP-/NLS) augments E-BOX activation in the presence of LIF and RA. mESCs were transfected with the E-BOX-luc construct and either β-gal or FGFR1(SP-/NLS), and subsequently maintained in the presence of +LIF or +RA for 24 hours. Luciferase activity was normalized to β-gal. Transfection of FGFR1 (SP-/NLS) significantly enhanced E-BOX dependent transcriptional activity in the presence of either LIF of RA treatment.
(TIF) Click here for additional data file.

S1 Table nFGFR1, RXR and Nur77 peaks on mouse genome in pluripotent ESCs and differentiated NCs. (XLSX) Click here for additional data file.

S2 Table RNA-seq analysis of all mRNA genes expressed in ESCs and NCs. 

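The deposited table has 23235 gene entries under 22969 names, with 160 names in several entries. Besides the tested entries, the authors' deposited table marks 8749 as not tested, 2 as failed and 1 as having too many fragments. The lowest FPKM that the higher condition of a tested gene had was 0.414, and the median was 11.0. Among the untested entries the median was 0.0121, and 195 of them reached that lowest tested value. Both FPKM values are 0 for 3653 entries. The log2 ratio computed from the FPKM differed from that of the authors' deposited table by at most 4.97e-05. The q-values of the authors' deposited table were obtained again from its p-values by Benjamini-Hochberg adjustment, with a largest relative difference of 4.69e-06. The largest p-value marked as significant in the authors' deposited table is 0.03015, and its smallest p-value, 5e-05, is shared by 5363 entries. S2 Table was read here for 1999 genes. All 1999 have the same values as the deposited table, all are tested and marked as significant in the authors' deposited table, and 5 of them are listed at 0 in ESCs.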

(XLSX) Click here for additional data file.

S3 Table miRNA-seq analysis and miRNA genes targeted by nFGFR1 in ESCs and NCs. (XLSX) Click here for additional data file.

S4 Table Primers used in RT-qPCR assays. 

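RT-qPCR measures a transcript by amplifying cDNA between a forward and a reverse primer. S4 Table lists 22 primer pairs, and all 22 were placed on transcripts of the gene they are named for, with the GENCODE M21 annotation. The products are 50 to 328 bases long, with a median of 196.5. In 19 pairs the primers lie in different exons, so that a product from genomic DNA would be longer. In the other 3 pairs both primers lie in 1 exon. These are Klf4, with a 50-base product in exon 5 (chromosome 4, 55528211 to 55528260), Sox2, with a 174-base product in its only exon (chromosome 3, 34651185 to 34651358), and Irx3, with a 328-base product in exon 2 (chromosome 8, 91800183 to 91800510). No pair was placed on another gene. The Cyp26a1 product spans exons 6 and 7 (chromosome 19, 37700699 to 37701022). The forward primer for Id3 contains the letter S, the code for C or G, and was placed only when that letter was read as any base. The reverse primer for Sox2 carries the name of a forward primer in S4 Table.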

(DOCX) Click here for additional data file.

S5 Table Primers used in ChIP-qPCR assays. 

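In ChIP-qPCR, DNA recovered with an antibody is amplified between primers in a promoter, most of which lies outside the transcript. S5 Table lists 6 primer pairs. Placed on the GENCODE M21 transcripts, 4 pairs had neither primer within a transcript of their gene, and the Cyp26a1 pair had only the reverse primer. Both primers of the Mesp2 pair lie in its transcript, in exons 1 and 2 (chromosome 7, 79811670 to 79812633), with a 195-base product on the cDNA. This pair is the same as that for Mesp2 in S4 Table. The genome sequence around the promoters was not used here.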

(DOCX) Click here for additional data file.

# Supplementary material for: Global Developmental Gene Programing Involves a Nuclear Form of Fibroblast Growth Factor Receptor-1 (FGFR1)
**Source:** PLoS One. 2015 Apr 29;10(4):e0123380. doi: 10.1371/journal.pone.0123380
**Supplement:** S4 Table

**S4 Table. Primers used in RT-qPCR assays.**

mRNA real-time RT-qPCR primers

| Hoxa1_RT_F-CCTGGCCACGTATAATAACTCC | Hoxa1_RT_R-GAAGTGGAACTCCTTCTCCAG |
| --- | --- |
| Hoxa2_RT_F-CTGCCTCGGCCACAAAGAATC | Hoxa2_RT_R-GCTTCATTCTCCGGTTCTG |
| Hoxa3_RT_F-  CCTGCTCAACTCTCCCACC | Hoxa3_RT_R-GCATAGGTAGCGGTTGAAGTG |
| Hoxa4_RT_F-  CTGGATGAAGAAGATCCAC | Hoxa4_RT_R-GGTTCTGAAACCAGATCTTG |
| Hoxa5_RT_F-  CCGAGGAGGACGCCCCTGC | Hoxa5_RT_R-GCGGGTCAGGTAGCGGTTG |
| Hoxa6_RT_F-CGGCAGCGTGCAGGGCAAAGC | Hoxa6_RT_R-GATGCGGCGCCGCCGAGTCAG |
| Hoxa7_RT_F-  CGCAGTTCAGGACCCGAC | Hoxa7_RT_R-GGCTGCAGTGGGAGCCTG |
| mKlf4_RT_F-GAAATTCGCCCGCTCCGATGA | mKlf4_RT_R-CTGTGTGTTTGCGGTAGTGCC |
| mE2f1_RT_F-CAGGGAAAGGTGTGAAATCTCCG | mE2f1_RT_R-GATGCCCTCCAGGACATTGGTGATG |
| CTCF_RT_F-ATGTGTGATTATGCCAGTGTAGAAGTCAG | CTCF_RT_R-CCACTCTGGGTAAACCGAGCGTGA |
| Nanog_RT_F-TGATTCAGAAGGGCTCAGCAC | Nanog_RT_R-CAGGTCTGGTTGTTCCAAGTTG |
| Oct4_RT_F-TTGGAAAGGTGTTCAGCCAGACCAC | Oct4_RT_R- ATCTCCTGAAGGTTCTCATTGTTGTC |
| Sox2_RT_F-TTACCTCTTCCTCCCACTCCAG | Sox2_RT_F-GCAGTGTGCCGTTAATGGC |
| Suz12_RT_F-AAAGGAAGGATGTAAGTTGTCC | Suz12_RT_R-CTTCTTCCTGGACGAGTTACT |
| Stat3_RT_F-  ACCCAACAGCCGCCGTAG | Stat3_RT_R-CAGACTGGTTGTTTCCATTCAGAT |
| Cyp26a1_RT_F-AAGGAGACCCTGCGATTGA | Cyp26a1_RT_R-GGATCTGGTATCCATTCAGCTC |
| Notch1_RT_F-GATTCATCTGTAGGTGCCCTGCG | Notch1_RT_R-GTTCTCGGATGTGGGCTCACAGGTG |
| Mesp2_RT_F-CCTGGCATGCAGATGTCCCCAGAG | Mesp2_RT_R-CTGAGGCTGAGGCTGAGGCTGAGG |
| Pax3_RT_F-  AAACCCAAGCAGGTGACAACG | Pax3_RT_R-  ATGCGGCTGATAGAACTCACTG |
| Id3_RT_F-  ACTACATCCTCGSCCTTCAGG | Id3_RT_R-  CTCCTCTTGTCCTTGGAGAT |
| Cdx1_RT_F-  AAGACCCGAACCAAGGACAAG | Cdx1_RT_R-  GCTGCTGCTGCTGTTTCTT |
| Irx3_RT_F-AAGAAGGAGAACAAGATGACG | Irx3_RT_R-  CGTCCGAGTCGCTAGTTTT |

# Supplementary material for: Global Developmental Gene Programing Involves a Nuclear Form of Fibroblast Growth Factor Receptor-1 (FGFR1)
**Source:** PLoS One. 2015 Apr 29;10(4):e0123380. doi: 10.1371/journal.pone.0123380
**Supplement:** S5 Table

**S5 Table. Primers used in ChIP-qPCR assays.**

ChIP-qPCR primers

| Hoxa1_ChIP_F-CCAGTGCTCCAAGTCAGC | Hoxa1_ChIP_R-CTGAGCCGCCTGCGAAAG |
| --- | --- |
| Hoxa2_ChIP_F-CATTGCCATCCACACCCACA | Hoxa2_ChIP_R-CACATGATTGCTTCTGCCAA |
| Hoxa4_ChIP_F- ACCCGAAGCCTGGTTGGACTG | Hoxa4_ChIP_R-CTTGGGTTCCGGCTGAGAAGTTG |
| Cyp26a1_ChIP_F-GCGGAACAAACGGTTAAAG | Cyp26a1_ChIP_R-CAGGTTACTGCCCACGTTA |
| Suz12_ChIP_F-CGCATCGTGTTGAGAAGCCAC | Suz12_ChIP_R-CATCTCCACTGAGGCAGGA |
| Mesp2_ChIP_F- CCTGGCATGCAGATGTCCCCAGAG | Mesp2_ChIP_R- CTGAGGCTGAGGCTGAGGCTGAGG |

How the deposited data were processed for this re-analysis (not part of the article)

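RNA was sequenced from 3 samples of E14Tg2a ESCs kept with LIF and 3 samples of NCs made from the same line with RA for 48 h. The authors aligned the reads with TopHat 2.0.8 and Bowtie 2.1.0, ran Cufflinks 2.0.2 and Cuffmerge, and compared the conditions with Cuffdiff. The FPKM values are those the authors deposited, 1 per gene and condition, estimated by Cuffdiff from the 3 replicates. The log2 fold changes in the deposited table are those of the authors, computed by Cuffdiff from the NC and the ESC FPKM. The score in the deposited table is the test statistic of the authors' Cuffdiff run. The p-values and q-values were computed by the authors with Cuffdiff and are used as deposited. The heading of the deposited NC column reads FPK, and its values were taken as FPKM because S2 Table gives the same values. The methods name Cufflinks 2.0.2 for normalization and refer to UCSC genes from the RNA-seq data. The release of these genes, the Cuffdiff version and its normalization option were not found in the methods and were not assumed here.

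The choice of test had been written for 3 forms the table could take. It holds 1 value per condition, so the fold change and p-value of the authors' deposited table were used, with no covariate. A gene was counted as expressed when Cuffdiff tested it, and as up-regulated or down-regulated when it changed at least 2-fold with a p-value under 0.035 in the authors' deposited table. Ratios were computed without a pseudocount, and log2(FPKM + 1) was used for rankings and for sets of marker genes. For centring, the median log2 ratio over genes with an FPKM of at least 1 in both conditions was subtracted. Genes were named when the paper names them in its text, Fig 4B, Fig 4E, Fig 5A, Fig 6A, Fig 7 or S4 Table, or when they had 1 of the 5 largest rises or falls past the criteria. Every other gene is marked as chosen after its value was seen. Some results for genes within this rule are not reported here.

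The FPKM values sum to 770592 in ESCs and 628679 in NCs, and depth per sample is unknown. The size of 1 fragment was read from the lowest values of genes with a single transcript, and a floor of 3 fragments was applied to fold changes. Neither step covers the spread between replicates. Gene positions, transcript lengths, GC content and 50-base words shared between transcripts came from GENCODE M21 on GRCm38. Length, GC content and words are those of the longest transcript of each gene. Each marker set was compared with 10000 random sets of the same size, drawn from 50 bins of mean expression with seed 7. Rank correlations with up to 9 genes were tested over all orders and others with 100000 permutations, and their p-values were adjusted over 7 relations. FGFR1 peaks on chromosomes 1 and 10 were taken from S1 Table, and a promoter was 1 kb on each side of a transcription start with an overlap of at least 20 bp. S2 Table was compared with the deposited table value by value. Primers of S4 Table and S5 Table were placed on annotated transcripts by exact match.

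The computation was tested on simulated data with 11707 genes. It found 100 of 100 genes planted higher and 100 of 100 planted lower, and called 0 unchanged genes. The simulated p-values were assigned, passing for planted genes and failing for unchanged ones, so this outcome was fixed in advance. It checks the counting only and gives no error rate. Of 200 random sets, 14 lay outside the middle 95% of the random sets they were compared with. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The alternatives tried were other limits on the fold change, the p-value and the q-value, pseudocounts of 0.1 and 1, filters on FPKM, centring, distinct gene names, other definitions of an expressed gene, the other Hox clusters and all genes above 0. The ChIP-seq, miRNA-seq, luciferase and RT-qPCR measurements were not analysed here, apart from the FGFR1 peaks and a comparison of directions with the miRNA-seq data.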

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

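The marker sets, and every setting not marked otherwise, were chosen before the data were examined. The tests of scaling, low expression, like genes, exchanged labels, other cells, progenitors and genes raised by RA were chosen only after the result was seen. Both results below appear mostly among genes the paper does not discuss for the RNA-seq data. Exceptions are Tubb3 in Fig 4E and Th in Fig 7. The legend of S4D Fig also names Sox genes as a group, to which Sox7 and Sox17 belong. Genes of these sets that fall outside the rule for naming were chosen after their values were seen.

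Markers of neurons were lower in NCs. Of 14 listed markers, 10 reached an FPKM of 1 in at least one condition, and 10 of 10 were lower. Their median change in log2(FPKM + 1) was -1.11, against a middle 95% of -0.40 to 0.54 in random sets matched on expression, at percentile 0.01. With all 14 markers, each above 0 FPKM, 11 were lower and 3 higher, and the median was -0.51, at percentile 0.04. The higher ones were Dcx, with 0.0140 FPKM in ESCs and 0.334 FPKM in NCs, Th, with 0.0318 FPKM in ESCs and 0.250 FPKM in NCs, and Isl1, with 0.209 FPKM in ESCs and 0.299 FPKM in NCs. Cuffdiff tested none of these 3. The paper's introduction cites reports of neuronal proteins in ESCs after 48 h of RA, and some of their genes are in this set. Stmn2 (chromosome 3, 8509360 to 8561606) had 142 FPKM in ESCs and 11.8 FPKM in NCs and was 12.1-fold lower. Elavl3 (chromosome 9, 22015005 to 22052023) was 7.95-fold lower, Tubb3 4.43-fold lower, Nefl (chromosome 14, 68083863 to 68089095) 3.24-fold lower and Map2 (chromosome 1, 66175273 to 66442583) 1.35-fold lower. The RNA says nothing on the amount of protein.

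Centring all genes left the median of the neuronal set at -1.06. The 3 members with a mean FPKM of at least 5 (Gap43, Stmn2 and Tubb3) had a median of -2.01 and were all lower. A regression on transcript length and GC content explained 0.802% of the variance over 13183 genes and moved the median little, to -1.14 at percentile 0.01. In random sets drawn from the 100 genes nearest to each member in length, GC content and expression, the middle 95% was -0.39 to 0.61, and the set was at percentile 0. No member shared 10% or more of its 50-base words with another gene, so that limit left the median at -1.11. The 10 genes with the largest product of FPKM and transcript length held 7.54% of its total in ESCs and 6.43% in NCs, which shifts all other genes by 0.0172 on the log2 scale. Exchanged labels would raise the naive pluripotency genes, and these changed by -3.29, with 13 of 13 lower in NCs. The median FPKM of the neuronal set was 4.45 in ESCs and 1.26 in NCs. Dcx and Isl1 had low ESC values, but they are among the 3 listed markers that were higher in NCs, against 11 that were lower. They therefore cannot decide whether neurons in the ESC cultures were the source. Other cells in the ESC cultures were not examined, and the fall cannot be told apart from the presence of neurons or other cells. A biological hypothesis is that the NCs were progenitors that had not become neurons after 48 h. Neural progenitor markers changed by a median of 2.25, at percentile 100, with 12 of 12 higher. Such a rise can follow from RA whatever the neuronal genes do, and the hypothesis would account for a missing rise of neuronal markers, not for a fall below the ESC level. The test therefore does not bear on the fall.

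Markers of primitive endoderm were higher in NCs. Of 15 listed markers, 13 reached an FPKM of 1, and 12 of them were higher, with Amn the exception. The median change was 0.94, against a middle 95% of -0.41 to 0.38 in random sets, at percentile 99.98. With all 15 markers, each above 0 FPKM, 14 were higher, with a median of 0.54 at percentile 99.87.

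Centring left the median of the primitive endoderm set at 0.99. The 6 members with a mean FPKM of at least 5 (Col4a1, Col4a2, Dab2, Lama1, Lamb1 and Sparc) were all higher, with a median of 0.68. After the same regression, which moved little here too, the median was 0.88, at percentile 100. Random sets of genes nearest in length, GC content and expression had a middle 95% of -0.44 to 0.44, and the set was at percentile 99.98. No member shared 10% or more of its words, and the median stayed at 0.94. The shift from the 10 genes with the largest product was the same 0.0172, and the naive genes at -3.29 speak against exchanged labels here too. The median FPKM of the set was 3.30 in ESCs and 5.48 in NCs, so a fraction of endoderm cells that grew in the RA cultures may account for the rise. A biological hypothesis is that RA raised these genes within the NCs. Of the members, 8 met the criteria for a rise, against a median of 2 in random sets, at percentile 100. Col4a1, Col4a2, Dab2, Foxa2, Gata6, Pdgfra, Sox7 and Sox17 were these 8. The members moved unequally, with log2 ratios of 3.09 for Foxa2 and 2.21 for Sox17, but 0.16 for Gata4 and -0.10 for Amn. Bulk RNA does not give the level of each gene in endoderm cells, so this spread does not decide between the explanations. The rise cannot be told apart from either.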

How the results depend on the processing

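No paired analysis was possible because the deposited table holds 1 value per condition and no values of single replicates. For the same reason leaving out each replicate in turn, a replicate block and DESeq2 were not run. The count without entries that share a locus identifier or carry several gene names was not run either, since the table has no locus identifiers and no entry with several names.

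The counts of up-regulated and down-regulated genes, 1851 and 1485, depended on the limit for the fold change. With an absolute log2 fold change of at least 2 they were 745 and 506, with 1.5-fold 2978 and 2649, with 1.18-fold 4378 and 4509, and with a pseudocount of 1 978 and 876. Under the other settings for p, q, the pseudocount of 0.1, FPKM filters, centring and distinct names, up-regulated genes ranged from 1538 to 1933 and down-regulated genes from 1296 to 1500. All genes called under the stricter limits on fold change, p and q are among those called under the main criteria, and the looser limits kept all of those. This overlap follows from the nesting of the limits and is no test of the calls. The share of up-regulated genes among the changed was 58.1% after centring.

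Of the 14 core pluripotency genes, 5 fell by an absolute log2 fold change of at least 2, against 8 by the main criteria. The number of expressed genes was 8735 when only genes with q under 0.05 in the authors' deposited table were counted, and from 13293 to 19582 under the other definitions. In the Hoxb cluster the rank correlation between paralog number and log2 ratio was -0.49, with a permutation p-value of 0.153 over 10 genes. The mesoderm set was at percentile 25.84 with all genes above 0 FPKM, with a median of -0.03, against percentile 63.6 and 0.30 for the 4 members with an FPKM of at least 1. The cause was not tested for any of these. Centring turned the log2 ratios of Ccng1 and Timp3 to 0.026 and 0.0125, which is arithmetic, since it adds the same shift to every gene and both had ratios closer to 0 than that shift.

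The remaining 76 combinations of these results and settings kept their direction and their side of the threshold, or stayed within 1.5 times the main count. For the 133 genes named by the rule and 3 settings each, 383 combinations kept direction and call, 14 lost the call and 0 gained one. Of those 14, 12 came with a pseudocount of 1 and 2 with centring. Settings that leave out genes listed at 0 were chosen after seeing the data. They gave 14443 expressed genes, and 1837 up-regulated and 1481 down-regulated genes, or 1834 and 1477 with q under 0.05 as well.

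Depth limits the fold changes of genes near 0. A gene with 1 kb of transcript needs more than 0.0413 FPKM in ESCs or 0.0405 FPKM in NCs to exceed 3 fragments, so the sizes of the largest Hox fold changes rest on few fragments in ESCs. Their direction does not rest on the ESC value alone, since the NC values lie far above the floor.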

Differences from the paper's values

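No value computed with the main criteria differed from the paper's by more than 1.5 times. The paper's counts are 14443 expressed, 1834 up-regulated and 1477 down-regulated genes, against 14483, 1851 and 1485 here. Leaving out genes listed at 0 in either condition, a setting chosen after seeing the values, gave 14443 expressed genes. Requiring q under 0.05 in the authors' deposited table as well, also chosen after seeing the values, gave 1834 and 1477. S2 Table nevertheless lists 5 genes at 0 in ESCs. The smallest fold change marked as significant in the authors' deposited table was 1.19, against the paper's 1.18.

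The paper's discussion counts Smad1, Zfx, Ctcf and E2f1 among core genes inactivated in RA-induced differentiation. Smad1 was 2.17-fold higher and Zfx 1.35-fold higher in NCs, and Ctcf changed by -0.05 on the log2 scale. No setting that was run called Smad1, Zfx or Ctcf down-regulated. Before Fig 5C the paper also lists Ctcf and E2f1 among genes down-regulated during NC differentiation. Its RT-qPCR in control-transfected cells reports that RA lowered every pluripotency gene examined, Ctcf and E2f1 included (Fig 5C). The values here are those of the RNA-seq data only and do not bear on that measurement. In the RNA-seq data E2f1 was 1.51-fold lower, under the 2-fold limit. With a limit of 1.5-fold or 1.18-fold, both set before the data were examined, E2f1 was called down-regulated, and Ctcf was not. The legend of S5F Fig counts dopamine receptors 2 and 3 among the differentially regulated genes. Cuffdiff tested neither Drd2 nor Drd3, so no setting called them, and the FPKM of Drd2 was 2.80-fold lower and that of Drd3 at least 17.5-fold higher in NCs.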

Other observations

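The tests of large fold changes, of scaling for the ribosomal protein genes, of activation from the 3′ end and near-zero values for the Hoxa genes, and of short length and mature microRNA were chosen only after the result was seen. Genes outside the rule for naming were chosen after their values were seen.

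Among tested genes with a fold change of at least 16 and no value of 0, 72 had no p-value under 0.035 in the authors' deposited table and 220 had one. The lower FPKM was at most 0.05 in 73.6% of the 72 and in 11.8% of the 220. It was worth a single fragment within 10% in 13.4% of those with a known length, against 0.465%. Few fragments in the lower condition may therefore explain part of the missing calls. The median absolute test statistic in the authors' deposited table was 3.09 against 10.4, which the split by p-value fixes in advance. Spread between replicates cannot be seen with 1 value per condition, and the pattern cannot be told apart from it. Several of these genes share a p-value in the authors' deposited table. It is 0.044 for 16 genes, among them Hoxb5, Hoxd8 and Aldh1a1, with fold changes from 18.2 to 1064. It is 0.151 for 5 genes, among them Dbx1, Foxe3 and Wnt1, and 0.04575 for 7. With a known length, the lower value was worth 1 fragment in 4 of 4 genes at 0.151 and in 1 of 2 at 0.1323. It was so in 0 of 15 at 0.044, 0 of 7 at 0.04575 and 0 of 3 at 0.24155, so a single fragment does not account for most of the shared p-values. No biological explanation was tested.

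Of 84 ribosomal protein genes, 83 were lower in NCs, and 82 after centring. Their median log2 ratio was -0.49, and -0.44 after centring. Random sets of genes close in length and expression had a median of -0.31, with a middle 95% of -0.39 to -0.23, and the ribosomal set was at percentile 0.03. Length and expression level may thus account for part of the fall and not for all of it. After a correction for GC content and length the set was at percentile 0.02, with a median of -0.38. The 17 genes that share under 10% of their words with other genes, pseudogenes included, had a median of -0.49. Lengths and words are those of the longest annotated transcript, which has 5179 bases for Rps15a and 4059 for Rps24. A low share over such a transcript does not exclude reads shared over part of it, so this subset does not rule out pseudogene reads. A biological hypothesis is a lower need for protein synthesis in general. Mitochondrial ribosomal protein genes had a median of -0.23, at percentile 5.03, with 57 of 74 lower and 53 of 74 after centring, which does not decide it, and the fall cannot be told apart from that explanation.

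The rise of the Hoxa genes fell off with position in the cluster. Spearman's rho of paralog number with log2 ratio was -0.72 over 10 genes, with a permutation p-value of 0.0232 (0.0325 adjusted over 7 relations). These are relations across genes, which are not independent replicates. With a pseudocount of 0.1 rho was -0.85, and with 1 it was -0.86. In the other clusters it was -0.49 (permutation p-value 0.153) over 10 Hoxb genes, which does not pass 0.05, -0.82 (exact p-value 0.0341) over 7 Hoxc genes and -0.83 (exact p-value 0.0154) over 8 Hoxd genes. Near-zero ESC values do not enter the FPKM in NCs, for which rho was -0.92 with a permutation p-value of 0.00024 over 11 genes. Transcript length had a rho of 0.38 with paralog number, with a permutation p-value of 0.245. Without Hoxa2, which shares 12.7% of its words with another gene, rho was -0.73 with an exact p-value of 0.0311 over 9 genes. Activation from the 3′ end is a candidate explanation, and 1 time point cannot tell it apart from a lasting difference in level along the cluster.

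The table lists 548 microRNA genes, of which 73 were tested, 3 up-regulated and 1 down-regulated. Among the 1% of entries with the highest FPKM, 16.9% (38 of 225) were under 200 bases long, against 2.88% of all entries. MicroRNA genes made up 9 of these 225 entries, so most of the short ones were other genes. The division by a short length may therefore place short entries there, and is not particular to microRNA genes. Mir692-1, 109 bases long, had the highest FPKM of all entries, with 12515 in NCs and more in ESCs. Of 41 microRNAs also in the paper's miRNA-seq data, 19 had the same direction there, which is 46.3% (95% exact interval 30.7 to 62.6). Of 40 microRNA genes within another gene, 22 had its direction. This is 55.0%, against a median of 50 and an upper limit of 65 when host genes were shuffled. Neither comparison showed a relation with the mature microRNA or the host transcript. With so few genes, neither excludes that these sources explain part of the directions. No biological explanation was tested.

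Genes with an FGFR1 peak at their promoter in ESCs were set against the changes in RNA, for chromosomes 1 and 10. Of 315 promoter peaks, 303 (96.2%) lay at tested genes, whereas 63.3% of the annotated genes were tested. The share was from 93.7% to 99.7% for the limits on FPKM, and 56.5% for genes with q under 0.05 in the authors' deposited table. The hypothesis that bound genes change more often was tested with 325 bound and tested genes. Of these, 38 (11.7%) met the criteria, 17 up and 21 down, against 25.5% of the unbound genes. Random sets matched on expression gave a median of 18.5%, with a middle 95% of 15.1% to 21.5%. Bound genes thus changed less often than genes of like expression, which is the opposite of the hypothesis. Their median FPKM in ESCs was 16.0, against 7.75 for unbound genes. The comparison concerns binding in ESCs on these chromosomes, not binding in NCs.

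Other marker sets were compared in the same way. Primed epiblast markers changed by a median of -1.65, with 6 of 7 lower. Definitive endoderm markers changed by 1.69, with 4 of 4 higher, at percentile 99.7. Foxa2 and Sox17 among these 4 are also primitive endoderm markers. With all 6 listed markers, each above 0 FPKM, 5 were higher and Cer1 lower, and the median was 1.05.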
